# Single-cell RNA-sequencing reveals the dynamic process and novel markers in porcine spermatogenesis

**DOI:** 10.1186/s40104-021-00638-3

**Published:** 2021-12-07

**Authors:** Lingkai Zhang, Fuyuan Li, Peipei Lei, Ming Guo, Ruifang Liu, Ling Wang, Taiyong Yu, Yinghua Lv, Tao Zhang, Wenxian Zeng, Hongzhao Lu, Yi Zheng

**Keywords:** Marker, Pig, scRNA-seq, Spermatogenesis

## Abstract

**Background:**

Spermatogenesis is the process by which male gametes are formed from spermatogonial stem cells and it is essential for the reliable transmission of genetic information between generations. To date, the dynamic transcriptional changes of defined populations of male germ cells in pigs have not been reported.

**Results:**

To characterize the atlas of porcine spermatogenesis, we profiled the transcriptomes of ~ 16,966 testicular cells from a 150-day-old pig testis through single-cell RNA-sequencing (scRNA-seq). The scRNA-seq analysis identified spermatogonia, spermatocytes, spermatids and three somatic cell types in porcine testes. The functional enrichment analysis demonstrated that these cell types played diverse roles in porcine spermatogenesis. The accuracy of the defined porcine germ cell types was further validated by comparing the data from scRNA-seq with those from bulk RNA-seq. Since we delineated four distinct spermatogonial subsets, we further identified CD99 and PODXL2 as novel cell surface markers for undifferentiated and differentiating spermatogonia, respectively.

**Conclusions:**

The present study has for the first time analyzed the transcriptome of male germ cells and somatic cells in porcine testes through scRNA-seq. Four subsets of spermatogonia were identified and two novel cell surface markers were discovered, which would be helpful for studies on spermatogonial differentiation in pigs. The datasets offer valuable information on porcine spermatogenesis, and pave the way for identification of key molecular markers involved in development of male germ cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-021-00638-3.

## Background

A boar produces several billions of spermatozoa daily [1]. The highly efficient production of spermatozoa relies on spermatogenesis that comprises three stages, i.e., mitosis of spermatogonia, meiosis of spermatocytes, and spermiogenesis (transformation of spherical spermatids) [2]. Mitotic divisions of spermatogonia include self-renewal of spermatogonial stem cells (SSCs) and cell differentiation that gives rise to differentiating type A spermatogonia, intermediate and B spermatogonia. Type B spermatogonia differentiate into spermatocytes that undergo two consecutive rounds of cell divisions and form round spermatids [3, 4]. Subsequently, round spermatids undergo morphological and biochemical changes to form the elongated spermatids that are released into the lumen of seminiferous tubules as spermatozoa [2, 5].

The complicated process of spermatogenesis requires timely coordinated gene expression [6]. Genome-wide microarray and RNA-sequencing (RNA-seq) techniques have been applied to analyze the enriched male germ cell populations or testis samples to obtain the transcriptomes [7–9]. As the process of spermatogenesis is coordinated radially within a cross section of seminiferous tubules and occurs asynchronously along the tubules, there are multiple germ cells at different stages of spermatogenesis, which makes it challenging to obtain stage-specific molecular resolution of germ cell differentiation. As a result, the molecular characterization of spermatogenic cells at a defined stage remains unclear.

A few approaches have been applied to separate the different subtypes of male germ cells. The STA-PUT technique has been used to isolate germ cells in mice, rats, pigs, and cattle, but it usually fails to obtain distinct cell types with high purity [10–14]. The magnetic-activated cell sorting (MACS) and fluorescence-activated cell sorting (FACS) depend on biochemical markers of cells and cell purity is largely affected by the specificity of the chosen antibodies. Moreover, MACS and FACS are unsuitable for separation of spermatocytes or spermatids due to the lack of suitable markers. Recently, the laser capture micro-dissection approach has been used to precisely capture subtypes of male germ cells from paraffin tissue sections, but it leads to RNase contamination after staining [15]. Fortunately, 10 × Genomics single-cell RNA-sequencing (scRNA-seq) is an unbiased approach with high efficiency and sensitivity in cell capture, and it has been used to decipher the dynamic process of spermatogenesis in mouse, primate and sheep testis [16–20]. However, the gene expression profiling of spermatogenic cells at each sub-stage during spermatogenesis and their regulatory networks in pigs have not been uncovered.

Pigs (*Sus scrofa*) are a leading domestic species for meat production. Meanwhile, they are increasingly exploited as an animal model in physiological and pharmacological research [21, 22]. In this study, we profiled ~ 16,966 single-cell transcriptomes from the testis of a 150-day-old pig. This large number of cells allowed us to well identify the populations of germ cells and somatic cells. Using bulk RNA-seq, we provided further supportive evidence on the definition of germ cell clusters. We delineated four distinct spermatogonial subsets in porcine testes and identified novel cell surface markers for undifferentiated and differentiating spermatogonia. The datasheets from the present study could enrich our understanding of spermatogenesis and male reproduction in pigs.

## Methods

### Animals

All experiments utilizing animals were acquired from the farm, Northwest A&F University, Yangling, China. Adult pig testicular tissue was castrated for following experiments. Procured tissue was transported to the laboratory on ice phosphate-buffered saline (PBS; Invitrogen, Carlsbad, CA, USA) with a double dose penicillin/streptomycin (Invitrogen). In all cases, a portion of the testicular tissue was fixed in 4% paraformaldehyde and Bouin’s solution. The bulk of the tissue was used for cell isolation as noted below.

### Generation of cell suspensions

Single-cell suspensions of seminiferous tubules were generated from a 150-day-old Guanzhong pig testis using a two-step enzymatic digestion approach [23]. Briefly, testicular parenchyma was digested with 1 mg/mL Collagenase Type IV (Invitrogen) for 30 min at 34 °C, washed with Dulbecco’s phosphate-buffered saline (DPBS; Invitrogen) to remove interstitial cells, following, the seminiferous tubules were digested with 0.25% trypsin/EDTA (HyClone, Logan, UT, USA) for 5 min at 34 °C, and terminated with 10% FBS. Cell suspensions were obtained by filtering through 40 μm strainers and washed up by DPBS with 0.5 mg/mL DNase I (Sigma, San Francisco, CA, USA) for twice, then suspended in 1640/DMEM (Hyclone) containing 5% FBS.

### Porcine germ cell enrichment by STA-PUT

Cells from adult pig seminiferous tubules were enriched for spermatogonia, spermatocyte or spermatid based on sedimentation velocity at unit gravity [24]. Three adult pigs were used to obtain three independent biological replicates for spermatogonia, spermatocytes and spermatids. Briefly, testis cells suspended in 50 mL buffer plus 0.5% bovine serum albumin (BSA) were loaded onto a 600 mL gradient of 2–4% BSA and allowed to sediment for 3 h at 4 °C. Approximately one hundred 6 mL fractions were collected in plastic tubes and analyzed for content of spermatogonia, spermatocyte or spermatid on the basis of morphology under contrast optics (which typically yields ≥ 80% purity). Fractions containing spermatogonia, spermatocyte or spermatid were pooled separately, concentrated (to ~ 2 × 10^6^ cells/mL) and stored in buffer containing FBS on ice until use.

### Single-cell transcriptomes

Cell suspensions were loaded into Chromium microfluidic chips with 3′ v3 chemistry and used to generate single-cell gel bead emulsions (GEMs) using the Chromium controller (10 × Genomics) per manufacturer recommendations. In all cases, suspensions containing ~ 20,000 cells were loaded on the instrument with the expectation of collecting up to 16,971 GEMs containing single cells. GEM-RT was performed in a T100 Thermal cycler (Bio-Rad) and all subsequent steps to generate single-cell libraries were performed according to manufacturer recommendations. Libraries were sequenced at the Genome Sequencing Facility (GSF) by LC-Bio Technology Co., Ltd (HangZhou, China) on an Illumina NovaSeq 6000 sequencing system. Trimmed FASTQ files (26 bp cell barcode and UMI Read1, and 100 bp Read2), were generated using the CellRanger mkfastq command (a 10 × Genomics wrapper around BCL2Fastq). Primary data analysis (alignment, filtering, and UMI counting) to determine gene transcript counts per cell (producing a gene-barcode matrix) were performed using CellRanger count (10 × Genomics) and Sscrofa11.1 genome assembly/annotation references. All visualization results were completed by R.

### Single-cell RNA-seq analysis

Raw count matrices (10 × Genomics) (Fluidigm C1) were imported to Seurat (v.3.2.0) [25], filtered (cells expressing > 500 detected genes, genes expressed in > 3 cells) and gene expression values were log normalized and scaled, then analyzed by principal component analysis (PCA). The first 15 principal components (PCs) were chosen to construct a K-nearst neighbors (KNN) graph and refine the edge weights between any two cells. Then we used “RunTSNE” function with the resolution parameter set as 0.7 to cluster cells, which identified 20 clusters and these clusters were renamed by accepted well known marker genes. The top 10 differentially-expressed genes (marker genes) of each cell cluster were determined by log fold change > 0.25 using default Wilcoxon rank-sum test [26]. The raw count matrices with cluster subsets (e.g., without testicular somatic cells) were imported to Monocle (v 2.10.0) [27] and used for additional combined cluster info. Differentially expressed genes or significantly variable genes among cells were identified and used for dynamic trajectory analysis which ordered cells in “pseudotime analysis”. With the gene count matrix as input, applied the function of “reduceDimension” and “orderCells” were carried out to generate the cell trajectory based on pseudotime. Psesudotime DEG analysis was performed using Monocle with a *P*-value cutoff of < 0.01. All heatmaps were generated in pseudotime order, and line plots were plotted in pseudotime order with fitted curves in the method of “auto” by ggplot2 package [28]. For further analysis, we isolated spermatogonia, differentiating spermatogonia and leptotene/Zygotene spermatocyte cells and performed these steps again; we obtained 10 clusters and renamed by accepted well known marker genes. Seurat was then used to perform differential expression analysis of merged matrices based on the non-parametric Wilcoxon rank-sum test.

### RNA-seq analysis

Total RNA was isolated and purified using Trizol reagent (Invitrogen) following the manufacturer’s procedure. The RNA quantities were measured using NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA). The RNA integrity was assessed by Aligent 2100 with RIN number > 7.0. RNA high throughput sequencing was performed by Cloud-Seq Biotech (Shanghai, China). Briefly, total RNA was used for removing rRNAs with NEBNext rRNA Depletion Kit (New England Biolabs) following the manufacturer’s instructions. RNA libraries were constructed by using NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit (New England Biolabs) according to the manufacturer’s instructions. Libraries were controlled for quality and quantified using the BioAnalyzer 2100 system (Agilent Technologies, Palo Alto, CA, USA). Library sequencing was performed on an illumine Hiseq instrument with 150 bp paired end reads. Paired-end reads were harvested from Illumina Hiseq-4000 sequencer, and were quality controlled by Q30. After 3′ adaptor-trimming and low qualities reads removing by cutadapt software (v1.9.3), the high qualities clean reads were aligned to the reference genome (Sscrofa11.1) with hisat2 software (v2.0.4). Then, guided by the Ensembl gtf gene annotation file, HTSeq software (v0.9.1) was used to get the raw count, and edgeR was used to perform normalization [29]. The differentially expressed mRNAs were identified by *P*-value and fold change. Enrichment analysis was performed based on the differentially expressed genes.

### Functional enrichment analysis with Metascape

We performed enrichment analysis of marker genes of each cell type in Metascape (http://metascape.org). For the given gene list, we converted these genes to human homology and performed with Metascape database based on human. The following ontology sources were chosen: GO Biological Processes, KEGG Pathway, Reactome Gene Sets and CORUM. All human genes had been used as the enrichment background. Cutoffs for significantly enriched terms were *P* < 0.01, minimum count of 3 and an enrichment factor > 1.5. The terms were grouped into clusters based on their membership similarities.

### Immunofluorescence assay

The isolated spermatogonia, pachytene spermatocytes and round spermatids were fixed with 4% paraformaldehyde for 25 min at 4 °C and washed with PBS for three times. Then, the cells were permeabilized for 10 min using 0.1% Triton-X 100 (Sigma-Aldrich) followed by washing with PBS for three time. The cells were further blocked with 10% donkey serum for 2 h at room temperature, and incubated with primary antibodies, including UCHL1 (Abcam, Catalog No. ab8189), SYCP3 (Abcam, Catalog No. ab15093) and CD63 (Proteintech, Catalog No. 25682–1-AP) at a dilution with 1:400 overnight at 4 °C. On the next day, the cells were washed with PBS for four times and incubated with secondary antibody (Yeason) at a dilution with 1:400 for 1 h at room temperature. The nuclei were labelled with DAPI (Bioworld Technology, St. Louis Park, MN, USA). A fluorescence microscope (Tokyo) was used for fluorescence observation and photographing.

The testis tissue was fixed in Bouin’s solution for 16 h, embedded in paraffin and sectioned. Sections were deparaffinized, rehydrated and heat-mediated antigen retrieval in 10 mmol/L sodium citrate buffer solution. After treatment with PBS for four times in 10 min, individual sections were incubated overnight at 4 °C. The following primary antibodies were used: CD99 (Proteintech, Catalog No.23079–1-AP), PODXL2 (R&D Systems, Catalog No.AF3534), KIT (Cell Signaling technology, Catalog No.3074S), UCHL1 (Abcam, Catalog No. ab8189), SYCP3 (Abcam, Catalog No. ab15093). Antigen reaction was conducted using with secondary antibody (Yeason) for 2 h at 4 °C in the dark. Then, the sections were incubated with DAPI (Bioworld Technology) to facilitate nuclear visualization. Images were obtained with Nikon Eclipse 80i fluorescence microscope camera (Tokyo).

#### Ethical statements

All experimental procedures involving animals were approved by the Northwest A&F University’s Institutional Animal Care and Use Committee.

### Data availability

The datasets generated in the current study are available in the NCBI GEO database under the accession number GSE174782.

## Results

### Cell partitioning through the analysis of porcine single cell transcriptomes

Previous research on gene expression during spermatogenesis has relied largely on RNA-seq analysis of bulk cell populations. However, the heterogeneity in each population remains elusive. To uncover the heterogeneity, we dissociated porcine testis tissue from a 150-day-old Guanzhong black pig into single cells and performed 10 × Genomics scRNA-seq (Fig. 1A). 

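The cells were digested from the testis with collagenase and trypsin, captured in droplets and made into 1 library, in which each captured RNA molecule carries a unique molecular identifier (UMI). According to the methods and the header of the deposited matrix, the authors counted UMIs with Cell Ranger 3.1.0 on the pig genome Sscrofa11.1, which also chose the barcodes taken as cells. The deposited values are whole UMI counts for 24358 genes, and the cells kept here held 207348729 UMIs in all, from 895 to 154066 per cell with a median of 8396. From these counts, genes seen in more than 3 cells (17873) were clustered with Seurat 5.3.0 after log normalization, on 2000 variable genes and 15 principal components at a resolution of 0.7, where the methods name Seurat 3.2.0. A cluster was named by the markers of a cell type, listed before the data were examined, when at least 3 of them had a UMI in at least 10% of its cells and at least 2 times the level of all other cells. Markers of early and late spermatocytes, of round and elongating spermatids, and of myoid cells and fibroblasts were each counted together. A shallow cluster, with a median UMI count below the sample's median divided by 3, also needed such a marker among its top 10 genes. Since the names rest on RNA alone, clusters and cell types are called spermatogonia-like, spermatocyte-like and so on.

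The level of a gene in a group is the sum of its UMIs over the cells of the group, per 10000 UMIs of that group. Values in parentheses after a level are exact Poisson limits at 95%, and limits after a share of cells are exact binomial limits (Clopper-Pearson) at 95%; both cover counting error only. Where 0 of n cells had a UMI, the limit given is 3 divided by n, for the share of cells with a UMI and not of cells that express the gene. There is 1 library from 1 animal, so no test was made between cell types and no level carries an error between animals. Because a deeper cell shows more genes, shares of cells with a UMI are also given after each cell was thinned at random to 2000 UMIs. This left out the shallower cells, which were 103 spermatogonia-like, 16 spermatocyte-like, 2017 spermatid-like, 136 Sertoli-like, 1 Leydig-like, 62 myoid-like and 2290 unnamed cells. For a list of genes, the median over its members of the log2 ratio between one type and the mean of the others (0.1 added to both) was set among the medians of 10000 random lists of genes of like level. That percentile describes the list and is not a test. Some lists share genes with the markers by which clusters were named, so the naming sets part of where such a list is highest.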

We isolated single cells using a standard two-step enzymatic digestion procedure and removed the erythrocytes. The viability of the cells was about 95%. The cells were then used to construct the single-cell library. 

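The spermatogonia-like, spermatocyte-like, spermatid-like and somatic cells described here all come from the 16971 barcodes of the deposited matrix. Of these barcodes, 16966 (99.97%) held more than 500 genes, the minimum that the methods give, and were kept. Scrublet, run in scanpy 1.11.5, called 633 of the kept cells doublets. By cell type, this was 1.13% of the spermatogonia-like, 1.84% of the spermatocyte-like, 2.73% of the spermatid-like, 1.13% of the Sertoli-like, 5.97% of the Leydig-like, 7.78% of the myoid-like and 9.22% of the unnamed cells. The doublets were not removed.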

From a total of ~ 16,966 cells, 16,791 (99.97%) passed the standard quality control (QC) dataset filters and were retained for downstream analysis. The 842 Mb reads were obtained from the libraries, and the sequencing saturation rate was 30.40%. 

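Spermatocyte-like cells were the deepest, with a median of 18614 UMIs per cell. The median was 9447 in spermatid-like, 8723 in Leydig-like, 7606 in spermatogonia-like and 7333 in Sertoli-like cells, and 2637 in myoid-like cells. Over all cells the mean was 12221 UMIs, and the median number of genes per cell was 2759.5. Fewer than 2000 UMIs were found in 4625 cells (27.3%), most of them unnamed or spermatid-like. The matrix holds 19690 genes with at least 1 UMI. The share of UMIs from mitochondrial genes had a median of 0.338% per cell, and it ranged by cluster from 0.0340% in elongating spermatid-like cells to 10.8% in Leydig-like cells among the named clusters.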

We obtained ~ 49.62 K reads/cell, and each cell had 19,690 unique molecular identifiers (UMIs) and 2759 genes detected (supplementary Table1). The cell-level quality metrics for the data were computed and shown in Fig. S1A and Fig. S1B.

**Fig. 1:**
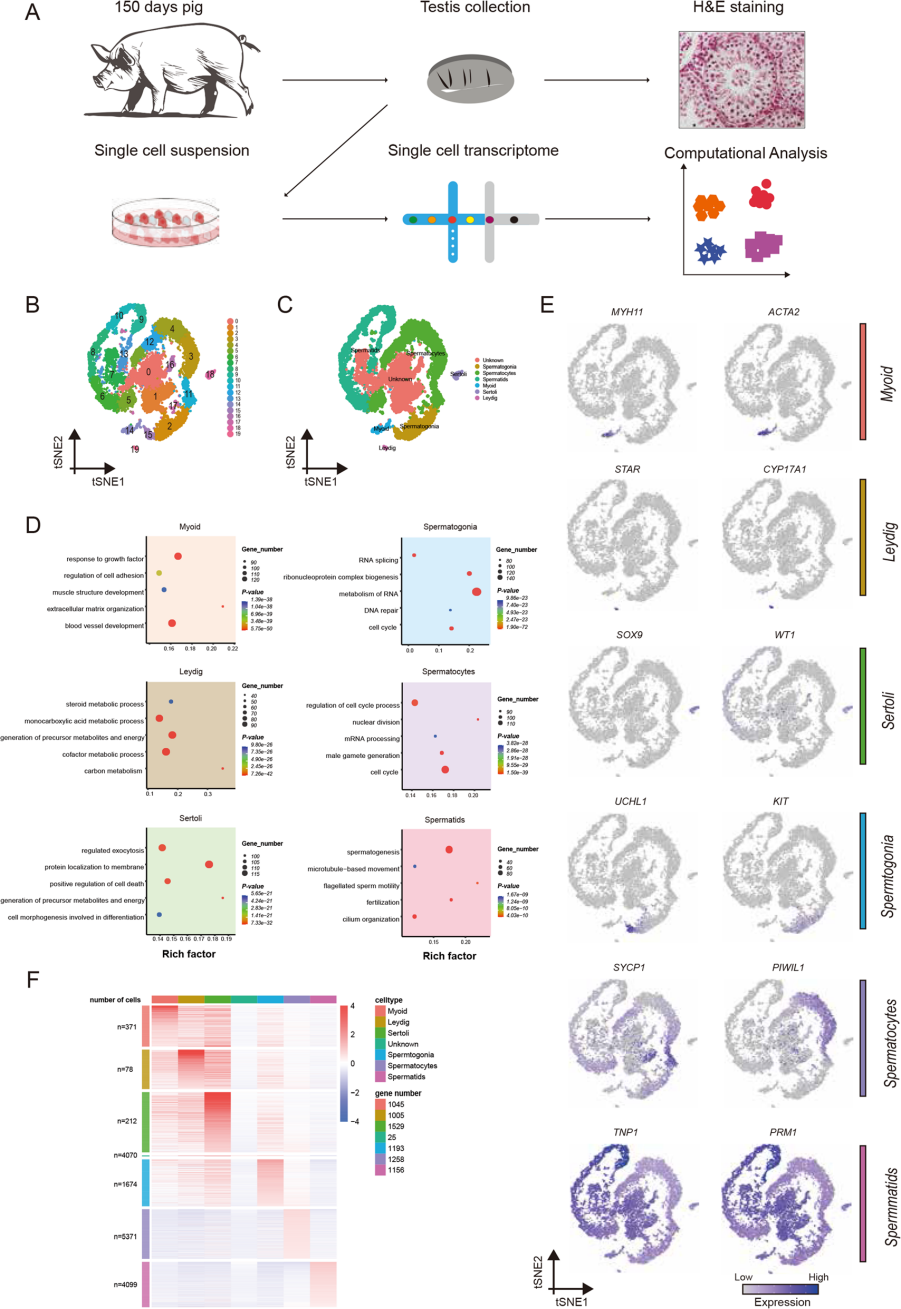
Single-cell transcriptome profiling and the cluster identification of porcine testicular cells. (**A**) Overview of the experimental design yielding droplet-based scRNA-Seq from porcine testis while using the contralateral testis for matched histology. (**B**) t-SNE plots show the 10 × Genomics profiling of unselected spermatogenic cells from porcine testis. Unbiased cell clusters are distinguished by color according to the key. (**C**) t-SNE plots show the identified cell types (cells are colored by the 6 broad cell types, and unknown cell type). (**D**) Enrichment terms and *P* values for the identified cell types (terms are colored by the 6 broad cell types). (**E**) Visualization of selected marker gene expression across all single cells in the t-SNE plot. For each cell cluster, 2 cell markers are shown in the Fig. (**F**) Scaled, normalized expression counts of the marker genes per cell type. Column and Row labels represent the cell type and the number of genes

To overcome the extensive technical noise in single genes of scRNA-seq data, we performed principal component analysis (PCA) on the matrix of scRNA-seq expression and selected the top 15 components for subsequent analysis. 

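The largest of the clusters, with 2014 cells, was round spermatid-like, with acrosome genes such as ACR and ACRV1 at more than 2 times their level in all other cells. It was shallow, with a median of 1159.5 UMIs per cell. The smallest held 67 cells and was Leydig-like, with INSL3, CYP17A1 and STAR among its top genes. Between these lay 3 spermatogonia-like clusters of 1127, 512 and 224 cells. The last of these had UCHL1 and LDHB as its top genes, while DMRT1 and CCND1 were among the top genes of the cluster of 512 cells. A cluster of 678 cells had RAD51AP2, DMC1 and SYCP1, genes of meiotic recombination and of the synaptonemal complex, among its top genes. In all, 24 clusters were found.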

Cell partitioning via t-distributed stochastic neighbor embedding (t-SNE) analysis identified 20 clusters (Fig. 1B), and the number of the cells in each cluster was shown in supplementary Table1. As the markers of porcine male germ cells were not fully available, we drew on the markers in humans. The porcine protein coding genes were mapped to their human 1:1 orthologs. Based on these markers, 20 clusters were defined as 6 broad cell types, while other clusters were classified as unknown cell types (Fig. 1C). Specifically, germ cells and somatic cells could first be distinguished by the mutually exclusive expression of two genes, *DDX4* in germ cells and *VIM* in somatic cells as previously reported [19]. 

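Germ cells made up most of the library. Spermatid-like cells were the most frequent with 6233 cells, or 36.7% (36.0 to 37.5) of all cells, followed by 4506 spermatocyte-like cells, 26.6% (25.9 to 27.2), and 1863 spermatogonia-like cells, 11.0% (10.5 to 11.5). Of the somatic types, 443 cells were Sertoli-like, 2.61% (2.38 to 2.86), 360 were myoid-like, 2.12% (1.91 to 2.35), and 67 were Leydig-like, 0.395% (0.306 to 0.501). The remaining 3494 cells, 20.6% (20.0 to 21.2), fell into 4 clusters that could not be named by these markers. Of these clusters, 3 were shallow, with median UMI counts of 1333, 1952 and 1741.5, and in the cluster of 309 cells 89.3% of the cells were called doublets. No cluster met the marker rule for endothelial cells, macrophages, T cells or erythroid cells. Names were given to clusters and not to single cells, and 4 of 6 endothelial, 6 of 9 macrophage and 3 of 5 T cell markers were highest in myoid-like cells, so such cells within a cluster are not excluded. The shallowest cluster held 2014 of the spermatid-like cells, and the other 4219 were 24.9% of all cells. With 10 principal components the spermatid-like share was 22.1% and the unnamed share 37.6%, and among cells with over 1000 genes the unnamed share was 11.08%.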

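DDX4, an RNA helicase of germ cells that lies on chromosome 16 from 34879701 to 34983701 of Sscrofa11.1, had its highest level in spermatocyte-like cells, at 7.92 (7.86 to 7.97) UMIs per 10000. Its level was 5.38 (5.33 to 5.44) in spermatid-like and 2.07 (2.00 to 2.14) in spermatogonia-like cells. In the somatic types DDX4 stood at 1.76 (1.65 to 1.89) in Sertoli-like, 1.16 (0.906 to 1.47) in Leydig-like and 3.72 (3.40 to 4.07) in myoid-like cells. Germ cell RNA was found in the droplets of all types, with PRM1, a gene of spermatids, at 78.0 in myoid-like, 53.8 in Sertoli-like and 36.0 in spermatogonia-like cells, so these levels of DDX4 are not read as expression by somatic cells. VIM, an intermediate filament gene on chromosome 10 from 43516441 to 43526172, reached 40.5 (38.9 to 42.1) in Leydig-like, 16.6 (15.9 to 17.3) in myoid-like and 6.08 (5.87 to 6.31) in Sertoli-like cells. In spermatogonia-like, spermatocyte-like and spermatid-like cells VIM did not exceed 0.104. A UMI of VIM was found in 100% of Leydig-like cells and in 6.87% of spermatogonia-like cells (median depths of 8723 and 7606), and after thinning in 98.5% and 1.42%. A UMI of DDX4 was found in 97.7% of spermatocyte-like and 65.5% of Sertoli-like cells, and after thinning in 77.6% and 27.0%, at median depths of 18614 and 7333.

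**Figure D1:**
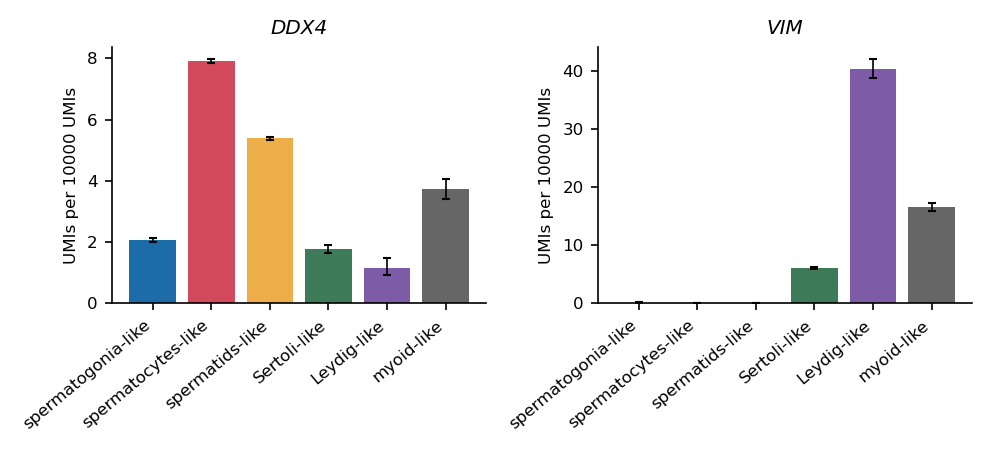
Levels of DDX4 and VIM in UMIs per 10000 in each cell type, with 95% Poisson limits as error bars. VIM separates the 3 somatic types from the 3 germ cell types, and DDX4 is highest in spermatocyte-like cells.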

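Among genes known from spermatogonia, DMRT1, a transcription factor gene on chromosome 1 from 220841485 to 220953442, stood at 4.07 (3.97 to 4.17) UMIs per 10000 in spermatogonia-like cells, against 0.897 in the next type, Sertoli-like cells. UCHL1, a deubiquitinase gene on chromosome 8 from 32353766 to 32367288, stood at 2.49 (2.41 to 2.57) there and at most at 0.0919 elsewhere. KIT, the receptor of stem cell factor (chromosome 8 from 41402334 to 41492306), stood at 0.737 (0.695 to 0.781) in spermatogonia-like cells and at 0.0522 in myoid-like cells, the next type. STRA8, a gene of meiotic entry, had 0.595 (0.557 to 0.635). A UMI of UCHL1 was found in 30.1% of spermatogonia-like and 1.73% of spermatocyte-like cells, and after thinning in 16.2% and 0.20%, at median depths of 7606 and 18614. ZBTB16 did not separate spermatogonia-like cells, where it stood at 0.182 (0.161 to 0.204), against 0.249 (0.139 to 0.411) in Leydig-like and 0.231 (0.190 to 0.277) in Sertoli-like cells.

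Of the meiotic genes, HORMAD1, a gene of the chromosome axis, stood at 2.50 (2.46 to 2.53) in spermatocyte-like cells and 1.18 in the next type, and PIWIL1, a piRNA-binding gene, at 2.2 (2.17 to 2.22) and 0.798. NME8 had 0.445 (0.433 to 0.459) in spermatocyte-like cells and 0.246 (0.234 to 0.258) in spermatid-like cells. DMC1 had 0.311 (0.301 to 0.322) and 0.274 (0.261 to 0.286) in the same types. SYCP1 and RAD51AP2 had overlapping limits in spermatogonia-like and spermatocyte-like cells, at 1.22 (1.17 to 1.28) against 1.19 (1.17 to 1.21) for SYCP1 and 0.139 (0.121 to 0.158) against 0.118 (0.111 to 0.125) for RAD51AP2. PRM1 and TNP1, which package sperm chromatin, were the strongest spermatid genes, with 268 (267 to 268) and 124 (124 to 125) in spermatid-like cells. TPPP2 had 19.1 (19.0 to 19.2) and FHL5 4.08 (4.03 to 4.13) in these cells, against 5.38 and 0.619 in the next type. PRM1 had a UMI in at least 99.9% of the cells of every type, somatic types included.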

The germ cells with *DDX4* expression were further sub-classified as follows: spermatogonia (*UCHL1*, *ZBTB16*, *KIT*, *STRA8* and *DMRT1*), spermatocytes (*DMC1*, *RAD51AP2*, *HORAD1*, *SYCP1*, *PIWIL1* and *NME8*) and spermatids (*FHL5*, *TPPP2*, *PRM1* and *TNP1*). Somatic cells were identified: Sertoli cells (*GATA4*, *SOX9*, *AR* and *WT1*), Leydig cells (*CYP11A1*, *CYP17A1* and *STAR*), and myoid cells (*MYH11* and *ACTA2*) (Fig. 1E, Fig. S1D).

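Steroid genes marked the Leydig-like cells most sharply. CYP17A1 on chromosome 14 from 113805616 to 113820445 stood at 108 (105 to 111) UMIs per 10000 in Leydig-like cells and at most at 0.0672 in any other type. STAR, which brings cholesterol into mitochondria, had 31.7 (30.3 to 33.2) against at most 0.0458, and CYP11A1, which starts steroid synthesis, had 22.2 (21.0 to 23.4) against at most 0.123. In myoid-like cells ACTA2, smooth muscle actin on chromosome 14 from 100868145 to 100886732, stood at 41.7 (40.6 to 42.8) and MYH11, smooth muscle myosin, at 10.5 (9.99 to 11), with at most 0.0642 and 0.0575 in the other types. A UMI of ACTA2 was found in 81.7% of myoid-like and 5.79% of spermatid-like cells (median depths of 2637 and 9447), and after thinning in 82.6% and 1.02%.

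Of the Sertoli genes, SOX9, a transcription factor gene on chromosome 12 from 8642154 to 8647315, was the most specific, with 2.35 (2.22 to 2.49) in Sertoli-like cells and 0.0696 in the next type, spermatogonia-like cells. No UMI of SOX9 was found in the 67 Leydig-like cells, which allows up to 4.48% of cells with a UMI. WT1 had 1.34 (1.24 to 1.45) in Sertoli-like and 0.321 (0.232 to 0.432) in myoid-like cells, and AR 0.727 (0.653 to 0.807) and 0.507 (0.394 to 0.643). GATA4 did not separate these types, with 0.415 (0.360 to 0.476) in Sertoli-like and 0.425 (0.322 to 0.551) in myoid-like cells. Over all 24 markers of the 6 types that the paper names, 20 were highest in their own type. These markers are among those by which the clusters were named, so the naming sets part of this count. For ZBTB16, SYCP1, RAD51AP2 and GATA4 the counting limits overlapped those of the type with the highest level, so no order is shown.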

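The 10 genes per type with the largest ratio to the highest other type (0.1 added to both levels) differed between types, and some of those with a symbol are given here. In spermatogonia-like cells these were UCHL1, TKTL1 (2.30 UMIs per 10000, against 0.0996 in the next type), the cell cycle gene MYBL2 (1.45 against 0.0817) and MT3, a metallothionein gene (1.46 against 0.0980). Ratios were smaller in spermatocyte-like cells, where ZBTB32 had 5.78 against 1.34, the kinase gene NEK2 5.09 against 1.37 and CCNA1, a cyclin of meiosis, 1.77 against 0.457. Spermatid-like cells had TNP2 at 102 against 10.5 and PRM2 at 70.4 against 7.81, both genes of sperm chromatin, and CCIN, a gene of the sperm head, at 9.06 against 1.19. Among those of Sertoli-like cells CLU had 104.5 against 1.10, CLDN11, a tight junction gene, 11.6 against 0.112 and FATE1 22.8 against 0.410. INSL3, a hormone of Leydig cells, was the single largest with 585 UMIs per 10000 in Leydig-like cells, against 0.328 in myoid-like cells. CYP19A1, the aromatase gene, had 44.9 against 0.0748. Myoid-like cells had the matrix genes COL1A1 at 12.5 against 0.0303, MGP at 10.1 against 0.00902 and TIMP1 at 15.4 against 0.163.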

The marker genes were calculated by Seurat, which revealed the underlying features of gene expression in each cell type. The numbers of cells and genes in each cell type were shown in Fig. 1F. Dynamic changes in expression of the marker genes were presented Fig. S1C, in accordance with the previous reports in humans [17, 18]. To identify the functional categories associated with each cell type, we utilized the Metascape (http://metascape.org) for functional enrichment analysis, which provided further insights into the functional theme and regulatory network in porcine somatic cells and germ cells. For instance, genes in spermatogonia were enriched in cell cycle, DNA repair and transcriptional regulation by *TP53*, indicating the active proliferation of spermatogonia. 

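Genes of mitotic proliferation were highest in spermatogonia-like cells for 20 of 36 measured members of the list. Their median log2 ratio to the other types was 1.13, at percentile 100 of the random lists. For 48 genes of DNA repair the median was 0.70, at percentile 100, and 26 members were highest in spermatogonia-like cells. The proliferation gene PCNA stood at 2.35 (2.28 to 2.43) UMIs per 10000 in spermatogonia-like cells, 1.12 (1.09 to 1.14) in spermatocyte-like and 0.120 in spermatid-like cells. CDK1, which drives entry into mitosis, had 1.52 (1.46 to 1.59), 0.492 (0.479 to 0.506) and 0.0878 in the same order. Genes whose transcription TP53 regulates gave another picture, with 5 of 34 members highest in spermatogonia-like cells, 8 in Sertoli-like, 8 in Leydig-like and 7 in myoid-like cells. Their median in spermatogonia-like cells was -0.17, at percentile 47.9. TP53 itself stood at 0.0728 (0.0600 to 0.0876) in spermatogonia-like cells.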

The genes in spermatocytes were involved in meiotic cell cycle and regulation of chromosome organization. 

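Of 40 measured genes of the synaptonemal complex and meiotic recombination, 17 were highest in spermatocyte-like cells and 16 in spermatogonia-like cells, with median log2 ratios to the other types of 0.40 (percentile 99.96) and 0.43 (percentile 100). The axis gene SYCP2 stood at 3.88 (3.84 to 3.91) UMIs per 10000 in spermatocyte-like cells and 0.670 (0.630 to 0.712) in spermatogonia-like cells. SYCP3, another gene of the axis, had 0.947 (0.928 to 0.966) and 1.33 (1.27 to 1.39), and was highest in spermatid-like cells with 2.84 (2.80 to 2.88). Of the piRNA pathway genes, 17 of 24 were highest in spermatocyte-like cells, with a median of 1.15 (percentile 100). For chromatin and ubiquitin genes of meiotic chromosomes, 11 of 22 were highest in spermatocyte-like cells and 8 in spermatogonia-like cells, with a median in spermatocyte-like cells of 0.37 (percentile 96.4). HSPA2, a chaperone of the synaptonemal complex, stood at 1.06 (1.04 to 1.09) there and at 0.126 in spermatogonia-like cells.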

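In spermatid-like cells, 25 of 35 measured genes of the acrosome and of fertilization had their highest level, with a median log2 ratio to the other types of 2.09. SPACA1, an acrosomal membrane gene, stood at 12.0 (11.9 to 12.0) UMIs per 10000 in spermatid-like cells against 0.970 in spermatocyte-like cells, and ACR, the protease acrosin, at 2.94 (2.9 to 2.98) against 1.33. Of 49 genes of the flagellum and of sperm motility, 31 were highest in spermatid-like and 18 in spermatocyte-like cells, with medians of 1.28 and 0.71. ODF1, a gene of the outer dense fibres, had 4.85 (4.80 to 4.91) against 0.579, and the fibrous sheath gene AKAP4 2.23 (2.2 to 2.27) against 0.124. The sperm chromatin list had the largest median, 2.59, and 10 of its 15 members were highest in spermatid-like cells. All 3 medians in spermatid-like cells lay at percentile 100 of the random lists.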

The genes in spermatids represented more downstream processes, such as spermatogenesis, fertilization and cilium organization (Fig. 1D). 

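Of 39 measured genes of the extracellular matrix, 33 were highest in myoid-like cells, with a median log2 ratio to the other types of 2.23, at percentile 100 of the random lists. COL1A2 and COL3A1, fibrillar collagens, stood at 9.92 (9.39 to 10.5) and 8.26 (7.78 to 8.76) UMIs per 10000 in myoid-like cells, and the proteoglycan genes DCN and LUM at 13.5 (12.9 to 14.2) and 6.36 (5.94 to 6.80). In Sertoli-like cells COL1A2 and DCN stood at 0.0225 and 0.0939. All 6 measured markers of fibroblasts were highest in this cluster, with a median of 5.74. Fibroblast markers counted with the myoid ones in naming it, among them DCN, LUM, COL1A1, COL1A2 and COL3A1, so the naming sets part of this. The name myoid-like does not part myoid cells from fibroblasts. The macrophage and endothelial markers also peaked there, with 6 of 9 and 4 of 6 members, but at medians of 0.59 and 0.62. Of the T cell markers, 3 of 5 were highest there too.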

As to the testicular somatic cells, genes in myoid cells were enriched with response to growth factor, extracellular matrix organization and regulation of cell adhesion. 

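For steroid metabolism, 25 of 33 measured genes were highest in Leydig-like cells, with a median log2 ratio to the other types of 2.78, at percentile 100 of the random lists. CYB5A, a cofactor of CYP17A1, stood at 101 (98.7 to 104) UMIs per 10000 in Leydig-like cells against 7.02 in Sertoli-like cells, and LHCGR, the receptor of luteinizing hormone, at 2.79 (2.38 to 3.24), with no UMI in the Sertoli-like cells (which allows up to 0.677% of cells with a UMI). DHRS4, a short-chain dehydrogenase gene, had 124.5 against 0.542 in the next type, and SULT1C3 and RDH16 had 73.2 and 16.2 in Leydig-like cells. Genes encoded in mitochondria were also highest there for 9 of 13 members, with a median of 1.75. The cluster holds 67 cells, fewer than any other named type.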

The genes in Leydig cells were involved in monocarboxylic acid metabolic process and steroid metabolic process, consistent with the main function of Leydig cells for testosterone synthesis. 

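Of 33 measured genes of exocytosis and cell death, 6 were highest in Sertoli-like cells, 14 in Leydig-like and 6 in myoid-like cells. The medians of their log2 ratios were 0.02, 0.02 and 0.07 in the same order, at percentiles 99.6, 99.96 and 98.5 of the random lists. Summed over the list, the level was 152.6 UMIs per 10000 in Sertoli-like, 82.4 in Leydig-like and 39.05 in myoid-like cells, and CLU, a secreted chaperone, made up 104.5 of it in Sertoli-like cells. CD63, a tetraspanin of late endosomes and exosomes, stood at 7.35 (7.11 to 7.60) UMIs per 10000 in Sertoli-like cells, below 23.5 (22.3 to 24.8) in Leydig-like and 8.79 (8.30 to 9.31) in myoid-like cells and above 2.55 (2.47 to 2.63) in spermatogonia-like cells. INHA, an inhibin subunit, stood at 4.22 (4.04 to 4.4) there and FSHR, the receptor of follicle-stimulating hormone, at 0.180 (0.144 to 0.221).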

The genes in Sertoli cells were related to regulation of cell death and exocytosis. Thus, the enrichment analysis enables more knowledge about the potential function of these major cell types.

### Isolation and assay of porcine spermatogonia, spermatocytes and spermatids

To link our computationally-defined clusters to morphologically-defined germ cell types, we collected porcine spermatogonia, spermatocytes and spermatids using STA-PUT, a velocity sedimentation approach. Different cell types can be distinguished based on the cell size and nuclear morphology. Spermatogonia are 10 μm in diameter and have ovoid nuclei, and spermatocytes are about 15 μm in diameter with patchy condensed chromatin and large nuclei, while spermatids are approximately 5 μm in diameter and have a round nucleus with a high nucleus-to-cytoplasm ratio and highly condensed DNA (Fig. 2A). The viability of the freshly isolated porcine spermatogonia, spermatocytes and spermatids were over 95%.

**Fig. 2:**
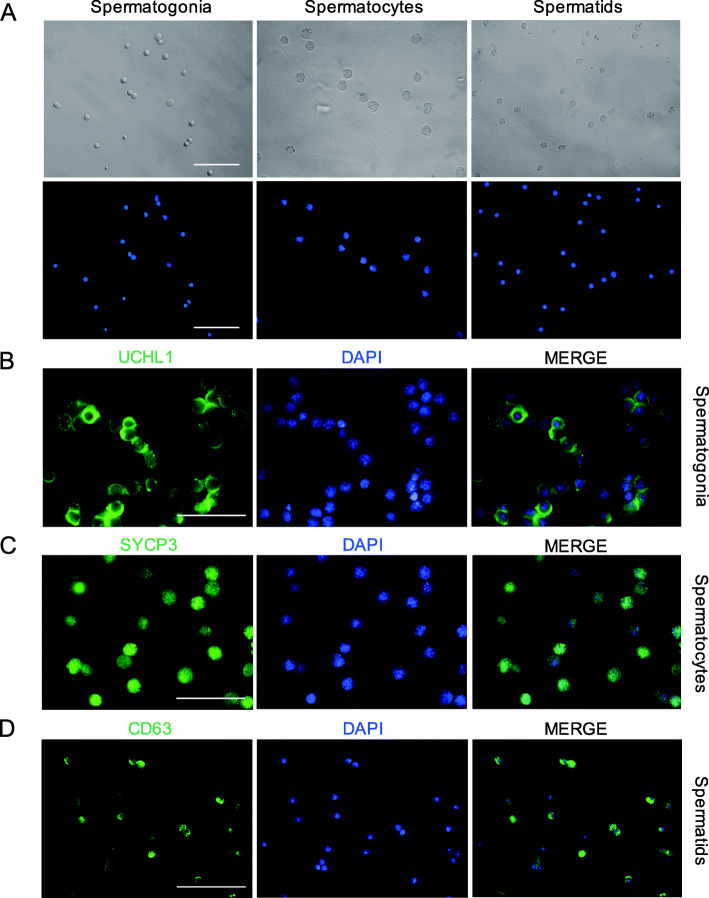
Identification of porcine male germ cells. (**A**) The morphology of the freshly isolated porcine spermatogonia, spermatocytes and spermatids. Scale bar = 50 μm. (**B**) Immunocytochemistry staining for UCHL1 in spermatogonia. (**C**) Identification of SYCP3 the freshly isolated spermatocytes. (**D**) CD63 was identified to express in the spermatids. Scale bar = 50 μm

Subsequently, immunofluorescence staining was performed to detect the cell purity. UCHL1 was selected as the marker of spermatogonia (Fig. 2B). SYCP3, the axial/lateral elements of synaptonemal complex proteins, was selected as the marker of spermatocytes (Fig. 2C). Interestingly, we found that CD63, a cell surface protein, could be used as a new marker for porcine spermatids, as confirmed by immunofluorescence and immunohistochemistry analyses (Fig. S2A, Fig. S2B). Consequently, CD63 was chosen to identify the purity of the collected spermatids (Fig. 2D). Overall, the purity of isolated germ cells was more than 80%, suggesting that spermatogonia, spermatocytes and spermatids were successfully enriched.

### Verification of porcine germ cell types by bulk RNA-seq

Upon successful enrichment of spermatogenic populations, we performed bulk RNA-seq to validate the scRNA-seq result, which could exhibit the similar gene expression and GO results between scRNA-seq and bulk RNA-seq in spermatogonia, spermatocytes and spermatids. 

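Spermatogonia, spermatocytes and spermatids were separated from digested testis by sedimentation through a BSA gradient (STA-PUT), and RNA depleted of rRNA was sequenced in directional libraries. The methods state that 3 adult pigs gave 3 independent biological replicates for each cell type. According to the methods and the submitters' processing notes, reads were aligned with HISAT2 2.0.4 to Sscrofa11.1 and counted over genes with HTSeq 0.9.1. The deposited table holds whole counts of the authors for 19951 protein-coding genes with at least 1 count. It was used for 3 libraries of spermatogonia (10610205 to 11931562 counts), 2 of spermatocytes (replicates 1 and 3, 15054437 and 16445402) and 3 of spermatids (12437471 to 14811041). The labels give the spermatocytes as pachytene and the spermatids as round. The third spermatocyte library is not analysed here, so every comparison with spermatocytes rests on 2 libraries of that type. Nothing in the sources used here says which replicate number belongs to which pig, so the libraries were not paired.

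From these counts, 16001 genes passed the filter by expression of edgeR 4.0.16 and were scaled by TMM. The TMM factors were 1.34 to 1.36 in spermatogonia, 0.608 and 0.760 in spermatocytes and 0.868 to 1.00 in spermatids. One model with 3 cell types was fitted, at a common biological coefficient of variation of 0.222, and each pair of types was tested with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes. A gene is called higher or lower where the fold passed 2 and the adjusted p was under 0.05, the thresholds of the paper. Levels are CPM scaled by TMM, given as mean ± SD over libraries, and folds are log2 ± standard error. Lists of genes were tested with camera at a preset correlation of 0.01 and with the correlation estimated, adjusted over all list tests together. Where the counts adjusted over the list alone differed, they are given. Several lists hold markers or terms that the paper names from these samples, which are not independent evidence. Over all comparisons, 39 of 87 list tests passed with the preset correlation and 0 with the estimated one.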

For bulk RNA-seq analysis, we constructed transcriptomic libraries from 3 biological replicates per cell type. We calculated the Pearson correlation coefficient between the samples and the annotated cell types in scRNA-seq dataset, and one sample of spermatocytes was excluded due to the low repeatability (Fig. S3B).

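Spermatogonia libraries had Pearson correlations of log2 CPM with one another of 0.969 to 0.974 across genes. The 3 spermatid libraries correlated at 0.969 to 0.972 and the 2 spermatocyte libraries at 0.957. Between cell types, spermatocytes and spermatids correlated at 0.825 to 0.883, spermatogonia and spermatocytes at 0.775 to 0.790, and spermatogonia and spermatids at 0.721 to 0.744. The coefficients are taken across genes, which are not independent replicates, so no p value is given.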

The reproducibility for other samples was validated by PCA analysis (Fig. 3A). 

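On the first component, which carried 53.2% of the variance over all tested genes, the 3 spermatogonia libraries lay at 142 to 147, the 2 spermatocyte libraries at -109 and -85.9, and the 3 spermatid libraries at -92.5 to -69.0. The second component carried 35.3% and parted spermatocytes, at 167 and 99.3, from spermatids, at -108 to -79.6. All 8 libraries lay nearer to the centre of their own type than to that of another. The 500 most variable genes gave 86.2% and 9.83% for the 2 components, also with 8 of 8 libraries nearest to their own type. Without centring the first component carried 93.4% and 6 of 8 libraries were nearest to their own type.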

The total number of expressed genes exhibited dynamic changes during porcine spermatogenesis, with 12,974 expressed in spermatogonia, 11,456 in spermatocytes, and 13,220 in spermatids. 

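Spermatocytes expressed the fewest genes. At 1 CPM or more in every library of the type, 13893 genes were expressed in spermatogonia, 11269 in spermatocytes and 13596 in spermatids. All 3 types shared 10903 genes, a further 1791 were shared by spermatogonia and spermatids alone, and 1100 were found only in spermatogonia, 698 only in spermatids and 63 only in spermatocytes. The order was kept in each library, with 14616 to 14742 genes in spermatogonia, 14028 to 14526 in spermatids and 11410 and 12776 in spermatocytes. At 0.1 CPM the counts were 15691, 14151 and 15750 in spermatogonia, spermatocytes and spermatids. The gene with most counts was COX1 in spermatogonia (1.02 to 1.17% of counts), HSP90AA1 in spermatocytes (0.601 to 0.652%) and PRM1 in spermatids (0.648 to 0.990%).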

The abundance of protein coding genes exhibited considerable variations in each cell type (Fig. S3A). Pairwise differential gene expression analysis between cell types generated lists of differentially expressed genes (DEGs; fold change > 2, FDR < 0.05). A total of 9919 DEGs were identified between spermatogonia and spermatocytes, of which 5626 were upregulated and 4293 were downregulated. 

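SPATA16, an acrosome gene on chromosome 13 from 111397368 to 111609539, rose from 7.03 ± 1.05 CPM in spermatogonia (n = 3) to 393 ± 6.64 CPM in spermatocytes (n = 2), a log2 fold of 5.80 ± 0.24 (adjusted p = 2.67e-08, edgeR quasi-likelihood test, Benjamini-Hochberg). CATSPERB, a subunit of the sperm calcium channel on chromosome 7 from 113201785 to 113293597, rose from 6.85 ± 0.364 to 384 ± 82.1 CPM. RET, the receptor tyrosine kinase of GDNF on chromosome 14 from 61305818 to 61361416, fell from 82.6 ± 1.81 to 10.0 ± 1.41 CPM, a log2 fold of -3.04 ± 0.24 (adjusted p = 4.5e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). UCHL1 fell from 97.5 ± 0.595 to 16.2 ± 0.927 CPM and DPYSL2, an axon guidance gene, from 294 ± 9.60 to 31.1 ± 4.29 CPM.

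Of the measured genes, 4285 were higher and 5606 lower in spermatocytes than in spermatogonia, 9891 in all. With upper quartile scaling the higher genes were 32.0% of those called, against 43.3% with TMM. Of 47 flagellum and motility genes, 42 were higher and 1 lower, with a median log2 fold of 2.80 (camera, adjusted p = 1.59e-18, and adjusted p = 0.125 with an estimated correlation). For 36 acrosome genes 29 were higher and 0 lower, 30 higher adjusted over the list alone, at a median of 2.58 (camera, adjusted p = 6.48e-12, and adjusted p = 0.137 with an estimated correlation). Of 17 genes of undifferentiated spermatogonia, 12 were lower and 3 higher, at a median of -3.04 (camera, adjusted p = 0.0154, and adjusted p = 0.271 with an estimated correlation). Axon guidance genes were lower for 31 of 41 and higher for 2, at -2.16 (camera, adjusted p = 4.74e-06, and adjusted p = 0.137 with an estimated correlation). Markers of Sertoli cells moved with the spermatogonia genes, with 10 of 15 lower and 1 higher, at -2.70 (camera, adjusted p = 0.0185, and adjusted p = 0.371 with an estimated correlation), among them SOX9, from 33.3 ± 4.45 to 1.38 ± 1.33 CPM.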

From spermatocytes to spermatids, there were 2799 upregulated genes and 4742 downregulated genes. 

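PRM1, which packages sperm DNA, rose from 90.3 ± 30.3 CPM in spermatocytes (n = 2) to 8594 ± 1250 CPM in spermatids (n = 3), a log2 fold of 6.57 ± 0.32 (adjusted p = 1.03e-07, edgeR quasi-likelihood test, Benjamini-Hochberg), and lies on chromosome 3 from 31861087 to 31861529. TSSK6, a kinase of spermatids on chromosome 2 from 58411122 to 58411943, rose from 7.87 ± 0.304 to 559 ± 88.1 CPM. PKMYT1, an inhibitor of CDK1 on chromosome 3 from 39201819 to 39209261, fell from 336 ± 98.5 to 18.6 ± 5.42 CPM, a log2 fold of -4.17 ± 0.26 (adjusted p = 3.52e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). Genes of somatic cells were higher in spermatids too, such as the smooth muscle gene MYH11, from 22.5 ± 3.75 to 258 ± 18.4 CPM, COL3A1, from 14.5 ± 3.17 to 176 ± 15.1 CPM, and INSL3, from 11.5 ± 7.28 to 311 ± 69.3 CPM.

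In all, 4689 genes were higher and 2777 lower in spermatids than in spermatocytes. Of 41 extracellular matrix genes, 37 were higher and 1 lower, at a median log2 fold of 2.54 (camera, adjusted p = 2.34e-18, and adjusted p = 0.125 with an estimated correlation). Of 9 myoid markers, 9 were higher at 3.55 (camera, adjusted p = 2.37e-08, and adjusted p = 0.125 with an estimated correlation), and of 6 fibroblast markers 6 were higher at 3.56 (camera, adjusted p = 6.75e-07, and adjusted p = 0.137 with an estimated correlation). Endothelial markers were higher for 7 of 8, at 1.75 (camera, adjusted p = 0.0185, and adjusted p = 0.302 with an estimated correlation). Among the lists lower in spermatids were 37 mitotic genes, with 11 lower, 2 higher and 24 not passing, at -0.31 (camera, adjusted p = 0.0134, and adjusted p = 0.137 with an estimated correlation).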

From spermatogonia to spermatids, 3680 were upregulated and 4126 were downregulated. 

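IGF2BP1, an RNA-binding gene on chromosome 12 from 25196955 to 25244660, fell from 96.1 ± 3.65 CPM in spermatogonia to 2.45 ± 0.310 CPM in spermatids (n = 3 each), a log2 fold of -5.29 ± 0.21 (adjusted p = 4.4e-09, edgeR quasi-likelihood test, Benjamini-Hochberg). GFRA2, a receptor of GDNF family ligands on chromosome 14 from 3138174 to 3209687, fell from 94.5 ± 1.63 to 5.25 ± 1.85 CPM, and FGFR3 from 78.6 ± 4.84 to 7.68 ± 2.98 CPM. AKAP4, an X-linked gene of the fibrous sheath (chromosome X from 43885584 to 43895142), rose from 6.48 ± 0.520 to 2010 ± 248 CPM, a log2 fold of 8.28 ± 0.36 (adjusted p = 6.62e-09, edgeR quasi-likelihood test, Benjamini-Hochberg). SPARCL1, a matrix gene, rose from 0.610 ± 0.111 to 45.3 ± 4.18 CPM.

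In spermatids 4069 genes were higher and 3612 lower than in spermatogonia. With upper quartile scaling the higher genes were 41.1% of those called, against 53.0% with TMM. Genes of undifferentiated spermatogonia were lower for 10 of 17 and higher for 1, with 11 lower adjusted over the list alone, at a median log2 fold of -2.31 (camera, adjusted p = 0.000229, and adjusted p = 0.137 with an estimated correlation). Axon guidance genes were lower for 23 of 41 and higher for 7, at -1.15 (camera, adjusted p = 0.00497, and adjusted p = 0.337 with an estimated correlation). Matrix genes were higher for 21 of 41 and lower for 2, at 1.02 (camera, adjusted p = 3.44e-05, and adjusted p = 0.305 with an estimated correlation). Myoid, fibroblast and endothelial markers moved the same way, with 7 of 9 myoid markers higher at 1.67 (camera, adjusted p = 0.000311, and adjusted p = 0.125 with an estimated correlation), 5 of 6 fibroblast markers at 2.81 (camera, adjusted p = 0.000154, and adjusted p = 0.271 with an estimated correlation) and 7 of 8 endothelial markers at 1.88 (camera, adjusted p = 0.00388, and adjusted p = 0.137 with an estimated correlation). Sertoli markers did not, with 3 of 15 higher and 8 lower at -1.17 (camera, adjusted p = 0.051, and 0.0151 to 0.0783 over 10 alternatives).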

Consistent with previous reports in mice [30], gene expression of the protein coding genes had global shutdown during meiosis, and the pairwise comparisons were more negative in spermatocytes, suggesting the lower transcriptional activity in spermatocytes (Fig. 3B).

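From spermatogonia to spermatocytes, genes of the X chromosome fell more than those of any autosome. FLNA, an actin-binding gene on chromosome X from 124889934 to 124915000, fell from 394 ± 10.6 to 49.3 ± 4.00 CPM, a log2 fold of -2.997 ± 0.18 (adjusted p = 1.05e-07, edgeR quasi-likelihood test, Benjamini-Hochberg), and stood at 450 ± 31.6 CPM in spermatids. MAGED1 on chromosome X from 45258761 to 45329282 fell from 456 ± 13.1 to 37.0 ± 3.79 CPM and BCORL1 from 286 ± 8.99 to 26.7 ± 6.18 CPM. Of 439 measured X-linked genes, 357 were lower in spermatocytes and 7 higher (361 and 8 adjusted over the list alone), at a median log2 fold of -2.23 (camera, adjusted p = 3.39e-15, and adjusted p = 0.296 with an estimated correlation). From spermatocytes to spermatids, 271 X-linked genes were higher and 2 lower (274 and 2 adjusted over the list alone), at 1.49 (camera, adjusted p = 7.85e-10, and adjusted p = 0.337 with an estimated correlation). In this step 9 of 9 myoid, 6 of 6 fibroblast and 7 of 8 endothelial markers were higher too. The summed X-linked level in the single cells was 27.9 UMIs per 10000 in spermatocyte-like, 88.3 in spermatid-like and 204 to 241 in somatic types, and the share of the rise that comes from other cells in the fraction was not measured. Against spermatogonia, 179 were lower and 45 higher in spermatids (178 lower adjusted over the list alone), at -0.79 (camera, adjusted p = 0.000367, and adjusted p = 0.646 with an estimated correlation).

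On the 18 autosomes the median log2 fold from spermatogonia to spermatocytes was -0.82 to -0.08, and 31.4 to 42.2% of genes were lower, against 81.3% on the X chromosome. From spermatocytes to spermatids the autosomes had medians of -0.15 to 0.35. Over all genes the median log2 fold from spermatogonia to spermatocytes was -0.37 with TMM, -0.13 with DESeq2 and -0.83 with upper quartile scaling, so the size of a general shift depends on the scaling. From spermatocytes to spermatids these medians were 0.26, 0.05 and 0.41, and from spermatogonia to spermatids -0.03, -0.00 and -0.34. Relative counts do not measure RNA per cell. Of 12 mitochondrially encoded genes, 11 were lower in spermatocytes (12 adjusted over the list alone) and none higher, and the median over all 12 was -1.71 (camera, adjusted p = 0.0608). Without spermatocytes replicate 3 the camera adjusted p of the mitochondrially encoded list was 1.19e-05, without spermatogonia replicate 1 it was 0.0437 and without spermatogonia replicate 2 0.0451 (1.19e-05 to 0.0966 over 10 alternatives). Ribosomal protein genes were lower for 24 of 61 and higher for 1, at -0.89 (camera, adjusted p = 0.000206, and adjusted p = 0.451 with an estimated correlation). The paper proposes a lower transcriptional activity in spermatocytes because expression of protein-coding genes was shut down globally during meiosis and the pairwise comparisons were more negative in these cells.

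**Figure D2:**
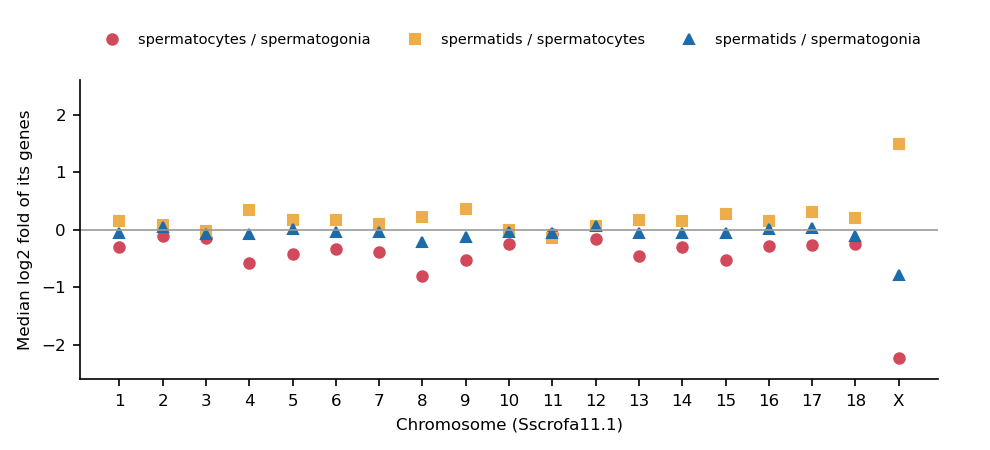
Median log2 fold of the genes of each chromosome in the 3 comparisons of cell types. The X chromosome lies apart from the autosomes, below them in spermatocytes against spermatogonia and above them in spermatids against spermatocytes.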

**Fig. 3:**
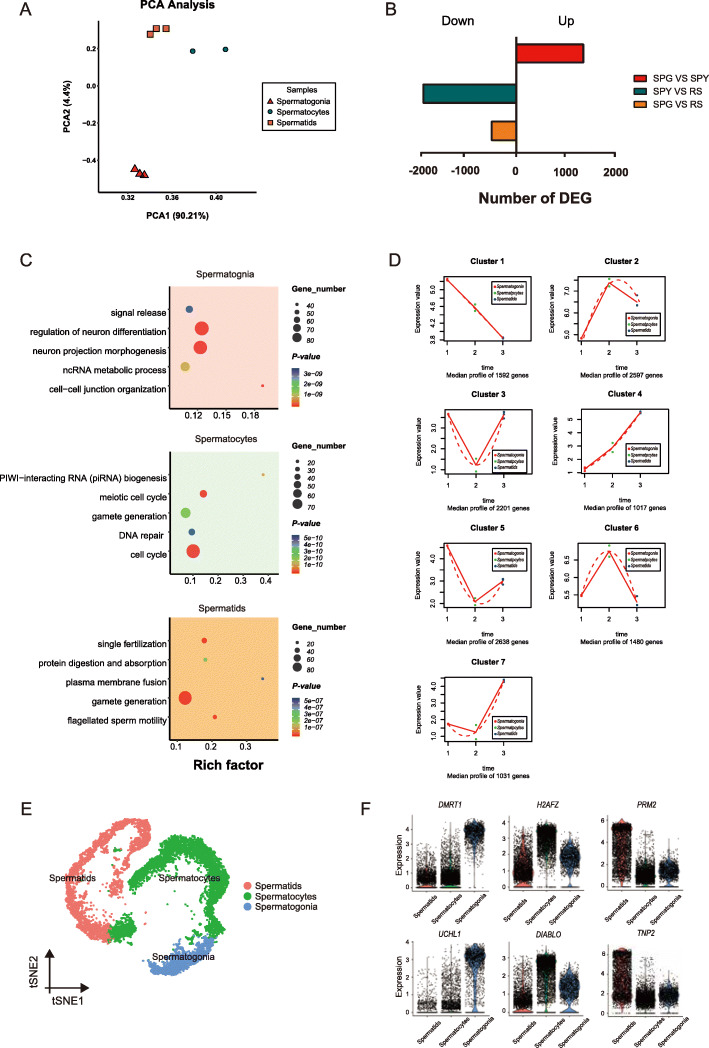
Comparative analysis of the data between bulk RNA-seq and scRNA-seq. (**A**) Results of principal components analysis (PCA) for the bulk RNA-seq samples, spermatogonia, spermatocytes and spermatids. (**B**) Differentially expressed genes (DEGs) for each pairwise comparison. (**C**) Representative GO terms and *P* values are shown for each cell type. (**D**) Data visualization according to the cluster analysis. Each plot shows the average expression profile of the gene clusters from all samples. Dots show the actual average expression values for each sample (red represent spermatogonia, green represent spermatocytes and the blue represent spermatids). (**E**) t-SNE plots show the identified cell types (cells are colored by the germ cell types). (**F**) Visualization of marker gene expression across germ cells in the violin plot

To explore the possible functions of stage-specific genes, maSigPro was used to perform time series analysis [31]. 

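HORMAD2, a gene of the meiotic chromosome axis, had 22.5 ± 1.21, 289 ± 34.6 and 39.0 ± 8.43 CPM in spermatogonia (n = 3), spermatocytes (n = 2) and spermatids (n = 3). RRP12, a gene of ribosome assembly on chromosome 14 from 108772172 to 108805513, had 156 ± 4.45, 35.4 ± 3.49 and 39.0 ± 4.71 CPM in the same order, and TEKT3, a tektin of the flagellum, 7.12 ± 0.558, 22.1 ± 3.00 and 215 ± 13.7 CPM. In an F test over the types 13633 of 16001 genes varied at an adjusted p under 0.05 (edgeR quasi-likelihood F test, Benjamini-Hochberg). Of these, 5448 were highest in spermatogonia, 4672 in spermatocytes and 3513 in spermatids. A level below both other types by more than 2-fold was found for 2900 genes in spermatocytes, 2464 in spermatogonia and 435 in spermatids.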

The analysis revealed that 12,556 variable genes were clustered into seven groups (Fig. S3C). Among them, the trends of gene expression manifested that the genes in cluster 1 were specifically expressed in spermatogonia, while cluster 6 and cluster 7 matched spermatocytes and spermatids, respectively (Fig. 3D). In addition, there were 1592, 1480, and 1031 stage-specific genes in spermatogonia, spermatocytes, and spermatids, respectively. 

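A gene was taken as specific to a type when it was called higher there than in both other types. This held for 2778 genes in spermatogonia, 2000 in spermatocytes and 1840 in spermatids. MAGED1, IGF2BP1 and RET were among those of spermatogonia. Spermatocytes had BRDT, a bromodomain gene of meiosis and spermatids on chromosome 4 from 125004897 to 125062208, with 72.2 ± 3.53, 1413 ± 255 and 649.6 ± 109 CPM in spermatogonia, spermatocytes and spermatids. For spermatids, TSPAN6, a tetraspanin gene on chromosome X from 82323634 to 82328919, had 7.70 ± 0.438, 10.5 ± 2.57 and 668 ± 86.3 CPM. CRISP2, a gene of sperm and egg contact with 65.1 ± 8.57, 2268 ± 263 and 4101 ± 179 CPM, was called higher in spermatids than in spermatogonia alone, so it is not counted as specific. Leaving out 1 library at a time gave 2516 to 2754 genes in spermatogonia, 1595 to 2549 in spermatocytes and 1651 to 1911 in spermatids.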

Subsequently, we performed functional enrichment analysis for the genes in these clusters. The upregulated genes in spermatogonia were enriched with ncRNA metabolic process. 

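POLR1B, a subunit of RNA polymerase I on chromosome 3 from 43949032 to 43974283, stood at 161 ± 7.64 CPM in spermatogonia, 15.3 ± 4.03 CPM in spermatocytes and 30.4 ± 4.29 CPM in spermatids. The fold between spermatids and spermatogonia was -2.40 ± 0.19 in log2 (adjusted p = 5.01e-07, edgeR quasi-likelihood test, Benjamini-Hochberg). IMP3, a gene of 18S rRNA processing, stood at 41.7 ± 3.25 CPM in spermatogonia and 10.6 ± 0.829 CPM in spermatids. METTL1, a tRNA methyltransferase, was instead highest in spermatocytes, with 295 ± 120 CPM against 28.5 ± 3.1 CPM in spermatogonia. Of 53 genes of ribosome biogenesis and ncRNA processing, 24 were lower and 9 higher in spermatocytes than in spermatogonia, at a median log2 fold of -0.86 (camera, adjusted p = 0.0615). Without spermatocytes replicate 1 the camera adjusted p of that comparison was 0.0426 and without spermatocytes replicate 3 it was 0.0416 (0.0298 to 0.0803 over 10 alternatives). In spermatids 22 were lower and 6 higher than in spermatogonia, at -0.80 (camera, adjusted p = 0.00256, and adjusted p = 0.196 with an estimated correlation). Among biological process terms of the deposited table, tested on the genes specific to spermatogonia with Fisher's exact test, none of 619 terms passed, and base-excision repair had the lowest adjusted p with 0.431.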

The 1480 upregulated genes in spermatocytes were involved in meiotic cell cycle, PIWI-interacting RNA (piRNA) biogenesis and gamete generation. 

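PIWIL1, which binds piRNAs and lies on chromosome 14 from 24729346 to 24760056, stood at 57.8 ± 6.02 CPM in spermatogonia, 1516 ± 91.3 CPM in spermatocytes and 79.1 ± 8.16 CPM in spermatids, a log2 fold of 4.71 ± 0.19 from spermatogonia to spermatocytes (adjusted p = 2.67e-08, edgeR quasi-likelihood test, Benjamini-Hochberg). TDRD6, a tudor gene on chromosome 7 from 41468589 to 41485146, had 111 ± 8.62, 2223 ± 482 and 88.4 ± 10.8 CPM in the same order. SYCE1, a gene of the central element of the synaptonemal complex on chromosome 14 from 141726708 to 141737830, rose from 20.4 ± 3.20 to 288 ± 53.4 CPM, and SYCP2, of the lateral element, from 55.1 ± 5.08 to 581 ± 264 CPM. HORMAD1 on chromosome 4 from 98447298 to 98469650 rose from 22.1 ± 3.89 to 192 ± 61.7 CPM and fell to 22.6 ± 0.569 CPM in spermatids. HFM1 did not pass between spermatogonia and spermatocytes, with 53.9 ± 4.76 and 49.5 ± 30.1 CPM.

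Of 23 piRNA pathway genes, 17 were higher and 2 lower in spermatocytes than in spermatogonia, at a median log2 fold of 1.81 (camera, adjusted p = 7.6e-07, and adjusted p = 0.271 with an estimated correlation). In spermatids 16 were lower and 1 higher than in spermatocytes, at -1.52 (camera, adjusted p = 3.61e-10, and adjusted p = 0.137 with an estimated correlation). Of 39 genes of the synaptonemal complex and recombination, 17 were higher and 3 lower in spermatocytes than in spermatogonia, at 0.84 (camera, adjusted p = 0.00105, and adjusted p = 0.337 with an estimated correlation). In spermatids 17 were lower and 5 higher than in spermatocytes, at -0.80 (camera, adjusted p = 0.0011, and adjusted p = 0.337 with an estimated correlation). Among genes specific to spermatocytes, 9 of 11 of the term male meiosis were found, against 1.39 expected (adjusted p = 0.000658, Fisher's exact test), and without spermatocytes replicate 3 the adjusted p was 0.282 (0.000295 to 0.282 over 13 alternatives).

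**Figure D3:**
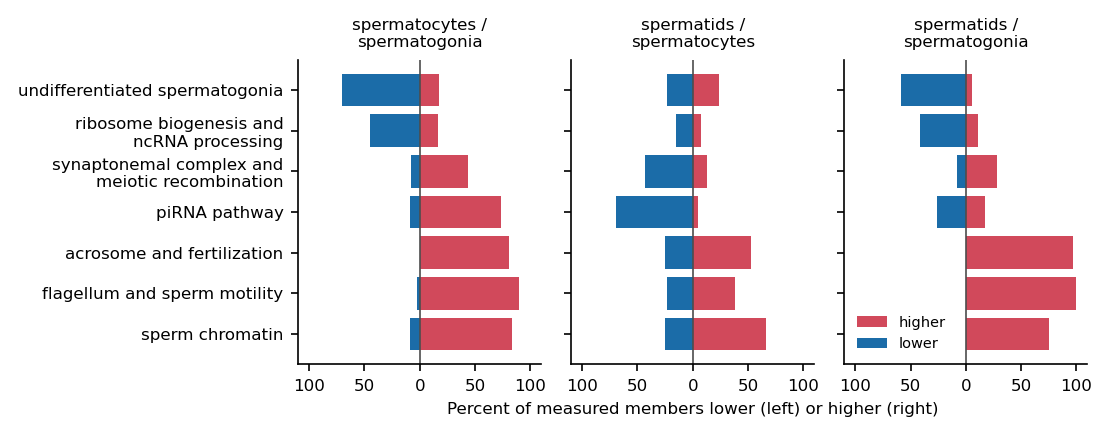
Genes of each list called higher or lower, in percent of measured members, in the 3 comparisons of cell types. In spermatocytes against spermatogonia 17 piRNA genes were higher and 2 lower of 23, and 17 synaptonemal complex genes higher and 3 lower of 39. Most flagellum and acrosome genes were higher in both later types than in spermatogonia. With an estimated correlation 0 of 87 list tests passed.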

Finally, Metascape analysis revealed that the upregulated genes in spermatids were enriched with single fertilization and flagellated sperm motility (Fig. 3C). 

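SPATA18, listed with sperm motility and lying on chromosome 8 from 39163001 to 39206217, rose from 9.98 ± 1.28 CPM in spermatocytes to 592 ± 83.6 CPM in spermatids, a log2 fold of 5.89 ± 0.27 (adjusted p = 7.67e-08, edgeR quasi-likelihood test, Benjamini-Hochberg). CCIN, a gene of the sperm head on chromosome 1 from 236947871 to 236950447, rose from 17.9 ± 11.6 to 374 ± 17.7 CPM, and CATSPER1, a pore subunit of the sperm calcium channel on chromosome 2 from 6312906 to 6321690, from 3.54 ± 1.45 to 38.3 ± 5.01 CPM. SMCP, a capsule protein of sperm mitochondria, rose from 4.84 ± 2.21 to 249.8 ± 29.8 CPM. SPESP1, an acrosome gene with 257 ± 15.3 CPM in spermatocytes and 256 ± 71.2 CPM in spermatids, did not pass. ADAM2, a gene of sperm binding to the egg on chromosome 15 from 47207727 to 47278315, stood at 32.5 ± 5.61 CPM in spermatogonia and 823 ± 111 CPM in spermatids.

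Against spermatogonia, 47 of 47 flagellum and motility genes were higher in spermatids, at a median log2 fold of 3.67 (camera, adjusted p = 1.86e-30, and adjusted p = 0.125 with an estimated correlation). Acrosome and fertilization genes were higher for 35 of 36, at 4.71 (camera, adjusted p = 2.85e-22, and adjusted p = 0.125 with an estimated correlation), and sperm chromatin genes for 9 of 12, at 7.09 (camera, adjusted p = 4.45e-14, and adjusted p = 0.125 with an estimated correlation). Against spermatocytes, 18 flagellum genes were higher and 11 lower, with a median of -0.14, a mean of 0.92 and a test in the upward direction (camera, adjusted p = 0.167, and 0.0365 without spermatocytes replicate 1, with 0.0365 to 0.522 over 10 alternatives). Of the acrosome genes 19 were higher and 9 lower, at 2.00 (camera, adjusted p = 0.0669). Without 1 library the camera adjusted p of the acrosome list was 0.00716 (spermatocytes replicate 1), 0.0273 (spermatocytes replicate 3), 0.0424 to 0.0452 (any 1 spermatogonia library) and 0.0495 (spermatids replicate 1), with 0.00716 to 0.443 over 10 alternatives. Sperm chromatin genes were higher for 8 of 12 and lower for 3, at 4.76 (camera, adjusted p = 4.74e-06, and adjusted p = 0.137 with an estimated correlation). Among genes specific to spermatids, 10 of 33 of the term sperm motility were found, against 3.23 expected (adjusted p = 0.233, Fisher's exact test), and 3 other terms passed. Over 13 alternatives sperm motility had an adjusted p of 0.0363 to 0.313 and passed in 2, and the 3 other terms passed in 8, 5 and 3.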

Taken together, the functional enrichment results showed the similarity of the identified cell types by scRNA-seq to those by bulk RNA-seq. In addition, we clustered porcine germ cells in scRNA-seq (Fig. 3E), and matched the bulk and scRNA-seq data by using classification of the bulk samples based on stage-specific marker genes obtained from the defined cell types in scRNA-seq data (Fig. 3F). The Pearson correlation results further verified our correct classification (Fig. S3B). Thus, by comparing bulk RNA-seq data to those of scRNA-seq, we validated the accuracy of the defined porcine germ cell types.

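Spermatogonia libraries correlated most with spermatogonia-like cells, with Pearson coefficients across 17119 genes of 0.669 to 0.673, against 0.552 to 0.555 with spermatocyte-like and 0.393 to 0.398 with spermatid-like cells. The 2 spermatocyte libraries had 0.793 and 0.780 with spermatocyte-like cells and 0.664 and 0.688 with spermatogonia-like cells. Spermatid libraries did not single out spermatid-like cells, with 0.653, 0.652 and 0.673, against 0.671, 0.669 and 0.710 with spermatocyte-like and 0.670, 0.670 and 0.672 with spermatogonia-like cells. These libraries are labelled round spermatids, while the spermatid-like cells pool round and elongating spermatid-like clusters. Correlations with the round spermatid-like clusters alone were not taken. In all, 5 of 8 libraries were closest to their own type, also with Spearman coefficients and with the mean over cells. Over the 2000 most variable genes of the single cells, 7 of 8 were, and spermatids replicate 3 had 0.568 with spermatid-like and 0.569 with spermatocyte-like cells. Genes are not independent replicates, so no p value is given.

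**Figure D4:**
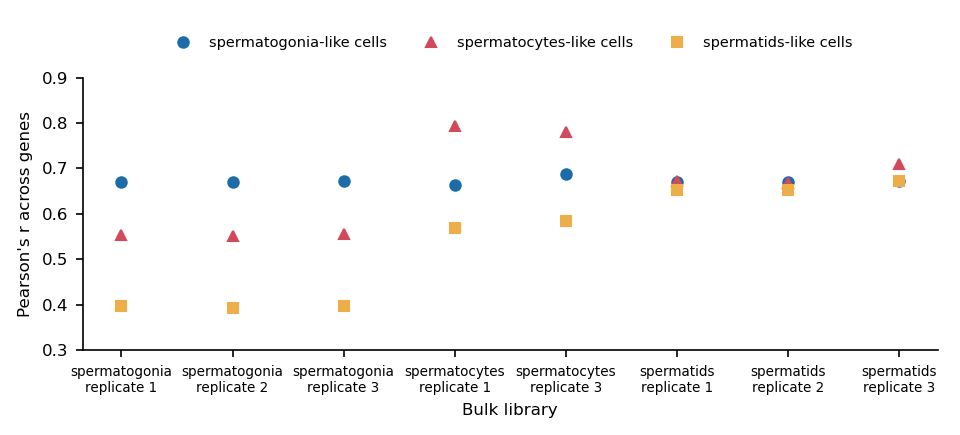
Pearson correlation across genes of each bulk library with the 3 germ cell types of the single cells. Spermatogonia and spermatocyte libraries are highest with their own type, and spermatid libraries have nearly equal values with all 3 types.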

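Single genes moved alike between the 2 assays in some types and apart in others. TNP1, on chromosome 15 from 119037492 to 119038099, stood at 5.11 UMIs per 10000 in spermatocyte-like cells, below its level in spermatid-like cells, and rose between these fractions from 23.2 ± 12.6 to 1579 ± 166 CPM. SYCP2 stood at 0.389 in spermatid-like cells, below its level in spermatocyte-like cells, and fell between the fractions by 1.94 in log2 to 151 ± 9.87 CPM. VIM stood at 0.0453 UMIs per 10000 in spermatid-like cells, while the spermatid fraction had 253 ± 24.2 CPM and the spermatocyte fraction 40.1 ± 14.4 CPM, a log2 fold of 2.65 ± 0.24 (adjusted p = 2.98e-06, edgeR quasi-likelihood test, Benjamini-Hochberg). WT1, which marks Sertoli-like cells, fell from 67.9 ± 1.26 CPM in spermatogonia to 8.60 ± 1.65 CPM in spermatocytes. The paper concludes that the germ cell types were defined accurately because the bulk libraries matched the single-cell types in correlation, in stage-specific marker genes and in enriched functions.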

### Cellular heterogeneity during porcine spermatogonial differentiation

To capture the fate transition in porcine germ cells, we re-clustered the clusters 15, 2, 17 and 11 that represented spermatogonia and early meiotic spermatocytes to analyze the subgroups of spermatogoinal differentiation and meiotic entry. Cells were ordered via the pseudo-time method, and the analysis determined trajectories of differentiation according to the marker gene expression patterns. The pseudo-time analysis provided an arrow vector which aligned with the developmental order of spermatogonia (Fig. S4A). 

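Un-diff-like cells came first in the order, with a median rank of 2.96% (quartiles 1.49 to 4.43), and Diff-1-like cells followed at 20.8% (15.2 to 26.9). Diff-2-like and Diff-3-like cells lay at 34.3% (28.3 to 39.2) and 45.4% (40.9 to 48.4). The first meiotic cells came next, with Pre-Leptotene-like cells at 57.2% (54.1 to 60.3) and Leptotene-like cells at 67.0% (65.2 to 68.9), before unnamed cells at 81.4% (72.1 to 90.7). This is diffusion pseudotime over 3614 cells (scanpy 1.11.5, 15 neighbours, 15 components), chosen once the data had been seen, where the paper used Monocle. Its start was set among the Un-diff-like cells, which fixes their first place.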

The top 50 variable genes across pseudo-time were shown in Fig. S4B. Next, we performed re-clustering of these cell types, which revealed nine sub-clusters (Fig. 4A). 

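In the 3614 spermatogonia-like and early spermatocyte-like cells, re-clustering gave 13 sub-clusters, which were named by the same rule as the clusters. The subset markers are those that the study chose on these same cells. The naming therefore sets part of where UCHL1, KIT, PCNA, CCND2, CTCFL, STRA8, DMC1 and the other subset markers are highest. Diff-1-like cells were the most frequent named class with 552 cells, or 15.3% of the re-clustered cells, followed by 447 Pre-Leptotene-like (12.4%), 433 Diff-2-like (12.0%), 356 Diff-3-like (9.85%), 268 Leptotene-like (7.42%) and 213 Un-diff-like cells (5.89%). A further 1345 cells (37.2%) in 5 sub-clusters had no name. At a resolution of 0.4 there were 9 sub-clusters, among them no Pre-Leptotene-like one, and at 1.0 there were 15. Median depth was 14609 UMIs in Un-diff-like cells, 9664 in Diff-1-like, 7112 in Diff-2-like, 7171.5 in Diff-3-like and 5892 in Pre-Leptotene-like cells and 12250.5 in Leptotene-like cells.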

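UCHL1, a deubiquitinase gene, had a UMI in 94.8% of Un-diff-like cells, 49.8% of Diff-1-like and 8.31% of Diff-2-like cells, at median depths of 14609, 9664 and 7112, and after thinning in 75.6%, 17.8% and 2.31%. The stem cell marker ZBTB16, a transcriptional repressor on chromosome 9 from 41639536 to 41839254, stood at 0.550 (0.471 to 0.638) UMIs per 10000 in Un-diff-like cells and 0.130 (0.102 to 0.164) in Diff-1-like cells. ETV5, a transcription factor downstream of GDNF (chromosome 13 from 123873346 to 123930292), had 0.740 (0.648 to 0.841) and 0.0397 (0.0249 to 0.0602). ID4, an inhibitor of DNA binding (chromosome 7 from 15281535 to 15284895), had 0.673 (0.586 to 0.770) and 0.0488 (0.0321 to 0.0710), and the receptor gene FGFR3 (chromosome 8 from 879151 to 894968) 0.308 (0.250 to 0.376) and 0.0163 (0.00743 to 0.0309). FGFR3 in Diff-1-like cells was 0.00207 to 0.0179 over 7 alternatives, over 1.5 times lower and outside these limits in 5 of them. After thinning, ZBTB16 was found in 11.7%, ETV5 in 12.2%, ID4 in 11.3% and FGFR3 in 5.63% of the 213 Un-diff-like cells. GFRA1, the receptor of GDNF, stood at 0.0826 (0.0539 to 0.121) there. No FGFR3 UMI was found in Leptotene-like cells, which allows up to 1.12% of cells with a UMI.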

Based on the known markers (Fig. S4C), we detected one cluster (Un-diff) that pertained to undifferentiated spermatogonia based on the expression of *UCHL1* and a small number of cells that expressed SSC markers (*ZBTB16*, *ETV5*, *ID4* and *FGFR3*) [32–34]. Moreover, based on expression of *CD81*, *PCNA*, *KIT*, *STRA8*, *TSPAN33* and *DMRT1*, we assigned five clusters to three stages of differentiating spermatogonia (Diff-1, Diff-2 and Diff-3) [18, 35–37]. 

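CD81, a tetraspanin gene, had a UMI in 68.3% of Diff-1-like and 13.7% of Pre-Leptotene-like cells, and stood at 1.28 (1.18 to 1.37) UMIs per 10000 in Diff-1-like cells against 1.16 (1.04 to 1.28) in Un-diff-like and 0.360 (0.290 to 0.441) in Diff-3-like cells. TSPAN33, another tetraspanin gene, went from 0.591 (0.509 to 0.682) in Un-diff-like cells to 1.33 (1.24 to 1.43) in Diff-1-like and 2.23 (2.07 to 2.40) in Diff-2-like cells, and was 1.95 (1.78 to 2.12) in Diff-3-like cells. A UMI of KIT was found in 58.7% of Diff-1-like cells and 2.46% of Pre-Leptotene-like cells (median depths of 9664 and 5892), and after thinning in 17.8% and 0.457%. A UMI of STRA8 was found in 63.5% of Diff-3-like and 2.72% of Diff-1-like cells, and after thinning in 36.5% and 0.907%. The Diff-1-like cells were 2 sub-clusters, and the Diff-2-like and Diff-3-like cells 1 each.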

The expression of *PCNA* and *DMRT1* suggests that the differentiating spermatogonia are highly proliferative, which mediates the transition of mitosis to meiosis [38, 39]. 

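SYCP1, of the transverse filaments of the synaptonemal complex on chromosome 4 from 105592354 to 105730413, stood at 9.34 (9.00 to 9.70) UMIs per 10000 in Pre-Leptotene-like cells and 6.63 (6.37 to 6.90) in Leptotene-like cells, against 1.49 (1.35 to 1.65) in Diff-3-like cells. DMC1, the meiotic recombinase on chromosome 5 from 9431236 to 9470333, had 3.77 (3.55 to 4.00), 2.14 (2.00 to 2.30) and 0.456 (0.378 to 0.547) in the same order, and after thinning was found in 51.4%, 33.6% and 9.27% of cells. In Leptotene-like cells DMC1 was 2.04 to 3.95 over 7 alternatives, over 1.5 times higher and outside these limits in 4 of them. SYCP1 was instead higher in Leptotene-like than in Pre-Leptotene-like cells with 10 principal components (9.43 and 8.84), at a resolution of 1.0 and without doublets, as was DMC1 with the first 2 of these (3.76 and 3.64, 3.95 and 3.68), so no order of these subsets is read for them. The axis gene SYCP2 stood at 6.22 (5.94 to 6.52) in Pre-Leptotene-like and 6.03 (5.78 to 6.28) in Leptotene-like cells. SYCP3 stood at 3.62 (3.41 to 3.85) in Pre-Leptotene-like and 1.16 (1.05 to 1.28) in Leptotene-like cells. No sub-cluster could be named Zygotene-like, by a rule that asks for 2 times the level of all other re-clustered cells. Unnamed sub-clusters of 449, 316 and 295 cells had PIWIL1 at 3.667, 2.542 and 4.075, against 2.229 in Leptotene-like cells. LDHC and EZH2 were higher in them too, while HORMAD1, MLH3 and MEIOB were lower. Zygotene cells among the unnamed ones are therefore not excluded.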

Besides, marker genes involved in the synaptonemal complex (*SYCP1*, *SYCP2* and *SYCP3*) and meiotic recombination (*DMC1*) identified three clusters as pre-leptotene spermatocytes (Pre-Leptotene), leptotene spermatocytes (Leptotene) and zygotene spermatocytes (Zygotene) [40]. Thus, we obtained cell-type identities for spermatogonial subpopulations and revealed the early stages of meiosis (Fig. 4B). The expression of marker genes in each cell types was shown in Fig. 4C. In addition, we analyzed the correlation of the identified cell types by Pearson analysis, and found low correlation between mitosis and meiosis (Fig. 4D).

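Un-diff-like cells correlated with Diff-1-like cells at 0.943, and coefficients were lower with distance along the order, at 0.918 with Diff-2-like, 0.895 with Diff-3-like, 0.870 with Pre-Leptotene-like and 0.847 with Leptotene-like cells. Diff-1-like and Diff-2-like cells were closest, at 0.978. Across the step from mitosis to meiosis, Diff-3-like and Pre-Leptotene-like cells correlated at 0.952, while Diff-2-like and Diff-3-like cells correlated at 0.970 and Pre-Leptotene-like and Leptotene-like cells at 0.957. These are Pearson coefficients of log levels across 14086 genes, which are not independent replicates. Over 2000 variable genes Un-diff-like and Leptotene-like cells had 0.607 and Un-diff-like and Diff-1-like cells 0.875.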

**Fig. 4:**
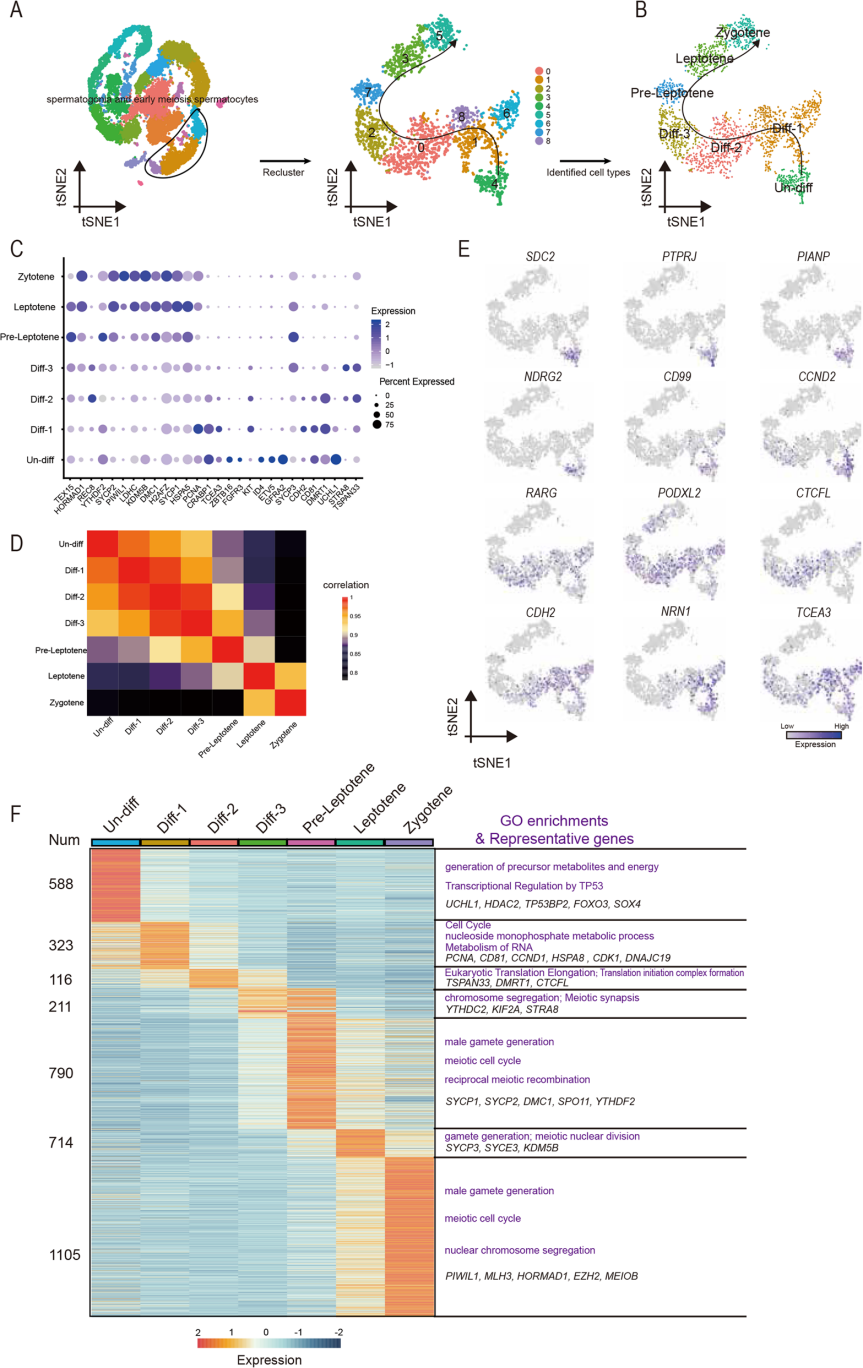
Single-cell porcine spermatogonia trajectories reveal transitions with differentiation and initiation of meiosis. (**A**) Focused analysis (t-SNE and clustering) of the mitosis and initiation of meiotic germ cells reveals differentiation progression of spermatogonia. (**B**) t-SNE plot reveal the states in spermatogonia differentiation. (**C**) Dot plot depicts the expression of marker genes in each state. The dot size represents the percentage of cells expressed and the color intensity represents relative expression level. (**D**) The correlation across each state and illustrated by Pearson correlation analysis. (**E**) Expression patterns of new defined marker genes for undifferentiated and differentiating spermatogonia visualized in t-SNE plots. (**F**) Heatmap of marker genes from each state. Top, cell types; Left, number of marker genes; Right, representative GO terms and representative genes

Next, we selected marker genes in each cluster and the dynamic changes of gene expression were shown in Fig. 4F. To investigate the different functions of these clusters, functional enrichment analysis of marker genes was performed (Fig. 4F). 

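LDHB, a subunit of lactate dehydrogenase, was the top gene of Un-diff-like cells, at 5.59 UMIs per 10000 against 0.222 in the next subset. Next came TUBB, a tubulin gene (3.07 against 0.237), and MGST3, a glutathione transferase (2.97 against 0.235), and ISL1, a transcription factor gene, had 1.17 against 0.0813. Of 50 measured genes of oxidative phosphorylation, 20 were highest in Un-diff-like cells, with a median log2 ratio to the other subsets of 0.28 (percentile 100 of the random lists), and 23 were highest in Leptotene-like cells (median 0.25, percentile 51.4). At a resolution of 0.4 it was 31 in Un-diff-like cells. Of 24 glycolysis genes, 10 were highest in Un-diff-like cells (0.24, percentile 99.3), and of 33 genes that TP53 regulates 12 were (0.19, percentile 98.8). Axon guidance genes were highest there for 17 of 32 (0.23, percentile 99.6).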

The marker genes in Un-diff were significantly enriched with generation of precursor metabolites and energy and transcriptional regulation by *TP53*. Diff-1 genes-enriched terms included cell cycle, nucleoside monophosphate metabolic processand metabolism of RNA, consistent with the notion that differentiating spermatogonia are undergoing proliferative expansion [41]. 

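PRIM1, a DNA primase subunit, stood at 1.36 UMIs per 10000 in Diff-1-like cells against 0.429 in the next subset, and CCNB1, a cyclin of mitosis, at 1.52 against 0.564. CENPF, a kinetochore gene, had 2.91 against 1.24, TK1, thymidine kinase, 0.589 against 0.231, and AURKB, a mitotic kinase, 0.499 against 0.191. Of 36 measured genes of mitotic proliferation, 19 were highest in Diff-1-like cells, with a median log2 ratio to the other subsets of 0.57 (percentile 100 of the random lists). For ribosome biogenesis and ncRNA processing 30 of 56 genes were highest there (0.39, percentile 100), and for DNA repair 19 of 48 (0.27, percentile 100).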

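EIF4A2, an RNA helicase of translation initiation, stood at 21.8 UMIs per 10000 in Diff-2-like cells against 13.2 in the next subset. SDCBP2, a syntenin gene, had 1.23 against 0.449 and MSH4, a meiotic recombination gene, 1.17 against 0.731. Cytosolic ribosomal protein genes were highest in Diff-2-like cells for 16 of 65 and in Diff-3-like cells for 30, with medians of log2 ratios of 0.36 in both (percentile 100 of the random lists), and in Leptotene-like cells for 0 (-0.94, percentile 0). At a resolution of 0.4 it was 26 in Diff-2-like cells. Of 31 other genes of translation, 4 were highest in Diff-2-like cells (0.02, percentile 96.8) and 10 in Un-diff-like cells (-0.05, percentile 85.1).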

Significantly enriched terms for Diff-2 genes included eukaryotic translation elongation and translation initiation complex formation. Remarkably, the marker genes in Diff-3 were involved in meiotic synapsis and chromosome segregation, which suggested that the genes at this stage point to subsequent entry into meiosis. In addition, the marker genes in Pre-Leptotene, Leptotene and Zygotene were significantly enriched with meiotic process and gamete development. Together, these results revealed that many biological processes are active in porcine spermatogonial subsets.

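H2AC11, a histone gene, was the top gene of Diff-3-like cells, at 2.34 UMIs per 10000 against 0.583 in the next subset. The histone genes HIST1H2AC, at 1.23, and HIST1H1E, at 2.11, were also among the top genes, as were STRA8, TOX and TSPYL2. Histone genes were not tested as a list. REC8, the meiotic cohesin, stood at 1.77 (1.61 to 1.94) in Diff-3-like, 2.24 (2.08 to 2.41) in Diff-2-like and 0.263 (0.208 to 0.329) in Pre-Leptotene-like cells. MEIOB, a recombination gene, had 0.395 (0.322 to 0.479), 0.104 (0.0719 to 0.147) and 1.54 (1.40 to 1.69) in the same order. Of 40 genes of the synaptonemal complex and meiotic recombination, 5 were highest in Diff-3-like cells, with a median log2 ratio of 0.24 (percentile 100 of the random lists). At a resolution of 0.4, where no Pre-Leptotene-like subset was found, it was 20.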

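RAD51AP2, a partner of the recombinase RAD51, led in Pre-Leptotene-like cells with 3.79 UMIs per 10000 against 0.209 in the next subset, followed by FATE1 (1.49) and INCA1 (1.32). In Leptotene-like cells SRM, spermidine synthase, had 3.71 against 0.833, PKMYT1, an inhibitor of CDK1, 1.94 against 0.454, HSF5, a heat shock factor of spermatocytes, 2.50 against 0.796 and YBX1, an RNA-binding gene, 83.0 against 28.9. Synaptonemal complex and recombination genes were highest in Pre-Leptotene-like cells for 21 of 40, a list that holds SYCP1, SYCP3, DMC1, SPO11 and TEX15 by which the subset was named, with a median log2 ratio to the other subsets of 0.86 (percentile 100 of the random lists), and in Leptotene-like cells for 7 (0.05, percentile 56.8). The piRNA pathway was highest in Leptotene-like cells for 17 of 24 (0.96, percentile 100). Acrosome genes were highest in Pre-Leptotene-like cells for 19 of 34 (0.41, percentile 100) and sperm chromatin genes for 7 of 15 (0.43, percentile 99.25), while the summed acrosome level was 34.3 UMIs per 10000 there and 36.8 in Leptotene-like cells. These subsets had median depths of 5892 and 12250.5, and free RNA of spermatids in the droplets was not separated from expression. HSPA2 stood at 1.41 (1.29 to 1.54) in Leptotene-like and 0.611 (0.525 to 0.708) in Pre-Leptotene-like cells.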

To further explore cell-type specific genes for porcine undifferentiated and differentiating spermatogonia, we filtered a series of marker genes in each cluster. We analyzed the dynamic expression changes of these genes during spermatogonial differentiation (Fig. 4E). The analysis indicated that *SDC2*, *PTPRJ*, *PIANP*, *NDRG2*,* CD99* and *CCND2* were specifically expressed in Un-Diff, while *RARG*, *PODXL2*, *CTCFL* and *CDH2* were highly expressed in Diff-1 ~ 3. In addition, *NRN1* and *TCEA3* were highly expressed in both Un-Diff and Diff-1 ~ 3. 

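SDC2, a syndecan of the cell surface on chromosome 4 from 40003618 to 40129483, stood at 1.03 (0.923 to 1.15) UMIs per 10000 in Un-diff-like cells and 0.0253 (0.0138 to 0.0424) in Diff-1-like cells. PTPRJ, a receptor phosphatase (chromosome 2 from 14548489 to 14724823), had 0.667 (0.580 to 0.764) and 0.0181 (0.00866 to 0.0332), PIANP, a membrane protein gene, 0.705 (0.615 to 0.804) and 0.0470 (0.0307 to 0.0688), and NDRG2, a gene of the NDRG family, 0.314 (0.256 to 0.383) and 0.0145 (0.00624 to 0.0285). CCND2, cyclin D2 on chromosome 5 from 66092483 to 66114575, had 1.68 (1.54 to 1.83) in Un-diff-like, 0.347 (0.30 to 0.40) in Diff-1-like and 0.279 (0.218 to 0.351) in Diff-3-like cells. PIANP in Diff-1-like cells was 0.0124 to 0.0484 over 7 alternatives, over 1.5 times lower and outside these limits in 5 of them. CCND2 in Diff-1-like cells moved with the settings, to 0.0760 at a resolution of 0.4, 0.0509 at 1.0, 0.0496 with 30 principal components, 0.0437 in cells with over 1000 genes and 0.0638 without doublets. In the last 4 of these it lay below that in Diff-3-like cells, so no order of these subsets is read. No PIANP UMI was found in Diff-2-like cells, which allows up to 0.693% of cells with a UMI.

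RARG, a retinoic acid receptor on chromosome 5 from 18419432 to 18434376, stood at 0.133 (0.0961 to 0.180) in Un-diff-like, 0.432 (0.379 to 0.490) in Diff-1-like, 0.535 (0.457 to 0.622) in Diff-2-like and 0.410 (0.336 to 0.496) in Diff-3-like cells. CTCFL, a CTCF paralogue of the testis (chromosome 17 from 57860231 to 57891094), had 0.0286 (0.0131 to 0.0543), 0.201 (0.165 to 0.241), 0.607 (0.524 to 0.700) and 0.306 (0.242 to 0.381) in the same order, and CDH2, N-cadherin (chromosome 6 from 112396713 to 112629073), 0.270 (0.216 to 0.334), 0.795 (0.722 to 0.873), 0.538 (0.46 to 0.625) and 0.120 (0.0815 to 0.170). RARG in Un-diff-like cells was 0.126 to 0.215 over 7 alternatives, over 1.5 times higher and outside its limits in 5 of them. With a resolution of 0.4, CTCFL in Diff-3-like cells (0.0894) lay below Diff-1-like cells (0.136), and RARG in Diff-3-like cells (0.0941) below Un-diff-like cells (0.214). After thinning, SDC2 was found in 16.0% of Un-diff-like and 0.363% of Diff-1-like cells (median depths of 14609 and 9664). RARG was found in 2.35% of Un-diff-like and 10.2% of Diff-2-like cells (14609 and 7112).

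**Figure D5:**
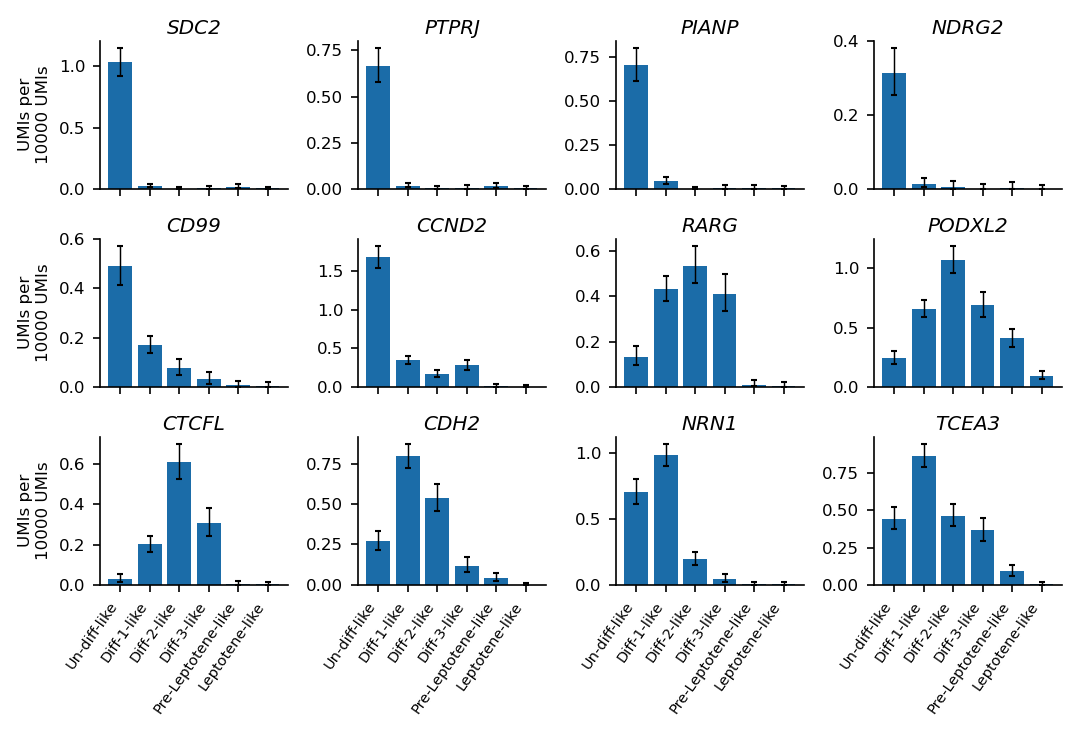
Levels of the 12 genes that the paper selects, in UMIs per 10000, in each subset of spermatogonia-like and early meiotic cells, with 95% Poisson limits as error bars. SDC2, PTPRJ, PIANP, NDRG2, CD99 and CCND2 peak in Un-diff-like cells, and RARG, PODXL2, CTCFL and CDH2 in Diff-1-like or Diff-2-like cells. CCND2 is among the markers that named the Un-diff-like cells, and CTCFL among those that named the Diff-2-like cells.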

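NRN1, neuritin, on chromosome 7 from 3682568 to 3691328, stood at 0.705 (0.615 to 0.804) UMIs per 10000 in Un-diff-like and 0.988 (0.907 to 1.07) in Diff-1-like cells, then at 0.196 (0.15 to 0.251) in Diff-2-like and 0.0464 (0.0240 to 0.0811) in Diff-3-like cells. NRN1 was instead higher in Un-diff-like than in Diff-1-like cells at a resolution of 1.0 (0.899 and 0.799), with 30 principal components (0.928 and 0.850), in cells with over 1000 genes (0.899 and 0.865) and without doublets (0.90 and 0.869), so no order of these is read. TCEA3, an elongation factor gene on chromosome 6 from 81267351 to 81304902, had 0.445 (0.374 to 0.525), 0.867 (0.791 to 0.948), 0.465 (0.393 to 0.547) and 0.367 (0.297 to 0.449) in the same order. After thinning, NRN1 was found in 10.3%, 16.0%, 3.46% and 1.40% of cells, and TCEA3 in 8.92%, 15.3%, 9.47% and 7.30%. In Pre-Leptotene-like cells NRN1 stood at 0.00342 (8.65e-05 to 0.0190) and TCEA3 at 0.0922 (0.0608 to 0.134).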

Remarkably, these genes were specifically expressed in spermatogonia (Fig. S4D). Thus, our analysis confirmed many known genes and provided a list of key candidate genes with undefined functions in porcine spermatogonial development, thereby facilitating future studies in this respect.

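Among the 12 genes, RARG, PIANP, PODXL2, CTCFL, NRN1 and TCEA3 had their highest level in spermatogonia-like cells. NRN1 stood at 0.560 (0.524 to 0.599) UMIs per 10000 there and at most at 0.0286 in another type, and CTCFL at 0.266 (0.241 to 0.293). PIANP had 0.164 (0.145 to 0.186) and no UMI in 443 Sertoli-like and 67 Leydig-like cells (which allows up to 0.677% and 4.48% of cells with a UMI). PTPRJ had 0.148 (0.130 to 0.169) in spermatogonia-like and 0.142 (0.0854 to 0.221) in myoid-like cells, limits that overlap and show no order. These levels pool all subsets of spermatogonia-like cells. In Un-diff-like cells alone PTPRJ stood at 0.667 (0.580 to 0.764), above myoid-like cells.

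The other 5 genes were higher in a somatic type than in the pooled spermatogonia-like cells. SDC2 stood at 0.226 (0.203 to 0.251) in spermatogonia-like, 3.96 (3.63 to 4.31) in myoid-like and 1.79 (1.47 to 2.17) in Leydig-like cells, and CCND2 at 0.558 (0.521 to 0.596), 1.92 (1.69 to 2.17) and 0.332 (0.203 to 0.513). CDH2 had 0.831 (0.752 to 0.916) in Sertoli-like and 0.487 (0.453 to 0.523) in spermatogonia-like cells, and NDRG2 0.231 (0.157 to 0.328) in myoid-like and 0.0722 (0.0595 to 0.0869) in spermatogonia-like cells. In Un-diff-like cells alone NDRG2 had 0.314 (0.256 to 0.383) and CCND2 1.68 (1.54 to 1.83), and in Diff-1-like cells CDH2 had 0.795 (0.722 to 0.873). These limits overlap those of the somatic type. SDC2, at 1.03 (0.923 to 1.15), and CD99 stayed below it in Un-diff-like cells too. A UMI of SDC2 was found in 8.21% of spermatogonia-like and 62.5% of myoid-like cells (median depths of 7606 and 2637), and after thinning in 2.05% and 57.1%. In the bulk fractions SDC2 had 103 ± 2.13, 7.93 ± 1.01 and 86.1 ± 13.3 CPM in spermatogonia, spermatocytes and spermatids (n = 3, 2 and 3), PTPRJ 279 ± 5.71, 28.4 ± 1.63 and 26.9 ± 8.55 CPM and RARG 25.1 ± 2.63, 7.25 ± 0.830 and 16.9 ± 3.57 CPM. The paper reports, from a plot over all cell types, that these genes are specific to spermatogonia. It selected them among markers of the subsets and lists them as candidates for spermatogonial development.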

### Identification of cellular localization for CD99 and PODXL2 in porcine testes

To identify the novel markers from the candidate genes (Fig. 4E), we performed immunohistochemistry staining for CD99 and PODXL2. Immunohistochemical analysis revealed that CD99 and PODXL2 localized in spermatogonia adjacent to the basement membrane of seminiferous tubules (Fig. 5A). According to the single-cell RNA-seq data, CD99 and PODXL2 were expressed in different subpopulations of porcine spermatogonia. Of this, CD99 was primarily enriched in undifferentiated spermatogonia, while PODXL2 is preferentially expressed in differentiating spermatogonia. 

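CD99, a cell surface glycoprotein gene, stood at 0.489 (0.415 to 0.573) UMIs per 10000 in Un-diff-like, 0.170 (0.137 to 0.208) in Diff-1-like, 0.0759 (0.0486 to 0.113) in Diff-2-like and 0.0309 (0.0134 to 0.0610) in Diff-3-like cells. A UMI of CD99 was found in 40.9% of Un-diff-like and 14.5% of Diff-1-like cells (median depths of 14609 and 9664), and after thinning in 8.92% and 3.09%. PODXL2, a sialomucin gene on chromosome 13 from 72579310 to 72630179, stood at 0.245 (0.193 to 0.306), 0.658 (0.592 to 0.729), 1.07 (0.958 to 1.19) and 0.688 (0.591 to 0.797) in the same order, and at 0.410 (0.340 to 0.490) in Pre-Leptotene-like cells. A UMI of PODXL2 was found in 52.9% of Diff-2-like and 28.2% of Un-diff-like cells, and after thinning in 18.9% and 5.16%.

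Over all cell types, CD99 was higher in somatic cells, with 1.12 (0.947 to 1.31) in myoid-like, 0.797 (0.588 to 1.06) in Leydig-like and 0.651 (0.582 to 0.727) in Sertoli-like cells against 0.190 (0.169 to 0.213) in spermatogonia-like cells. After thinning, CD99 was found in 15.2% of Leydig-like and 3.01% of spermatogonia-like cells (median depths of 8723 and 7606). PODXL2 stood at 0.649 (0.609 to 0.690) in spermatogonia-like cells and 0.133 (0.0573 to 0.262) in Leydig-like cells, the next type. PODXL2 fell from 26.1 ± 2.79 CPM in spermatogonia (n = 3) to 8.18 ± 0.0261 CPM in spermatocytes (n = 2), a log2 fold of -1.67 ± 0.26 (adjusted p = 0.00011, edgeR quasi-likelihood test, Benjamini-Hochberg).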

To validate this, we performed double immunofluorescence staining for CD99/UCHL1 and PODXL2/KIT (Fig. 5B, C). The result showed that CD99 staining partly overlapped with that of UCHL1, an undifferentiated spermatogonial marker (96.03% ± 1.02%), indicating that CD99^+^ cells represent a subset of undifferentiated spermatogonia (Fig. 5D). The colocalization analysis for PODXL2 and KIT showed that the majority of PODXL2^+^ cells were also positive for KIT, a differentiating spermatogonial marker (82.94% ± 5.66%), suggesting that PODXL2 marks the differentiating spermatogonial population in porcine testes (Fig. 5E). Taken together, our result revealed that CD99 and PODXL2 could serve as reliable markers for porcine spermatogonial subpopulations.

**Fig. 5:**
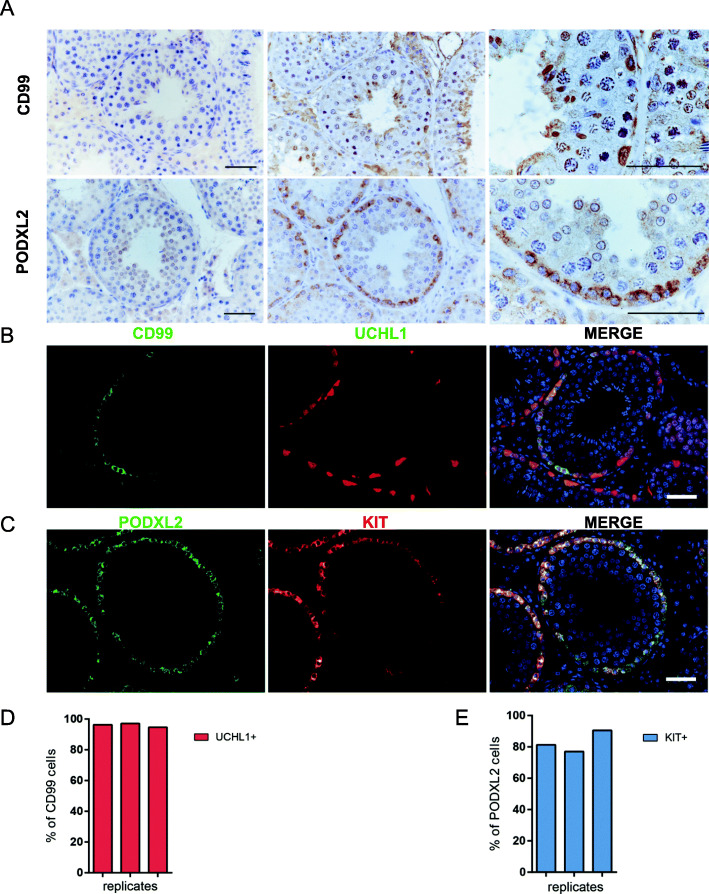
Expression of CD99 and PODXL2 in porcine testis. (**A**) Immunohistochemical staining of CD99 and PODXL2 in porcine testis. Scale bars = 50 μm. Coimmunofluorescence examination of the expression of (**B**) CD99 with UCHL1 and (**C**) PODXL2 with c-KIT in porcine testis. Scale bars = 50 μm. Data are normalized by the number of double-positive cells for three independent experiments (**D**) CD99 with UCHL1 and (**E**) PODXL2 with c-KIT

## Discussion

Mammalian spermatogenesis is a complicated and dynamic cellular differentiation process. Gene expression profiles of male germ cells in mice and humans have been reported previously [16, 18, 42]. However, the information in pigs remains largely unclear. In this study, we used scRNA-seq and performed a comprehensive analysis of gene expression during porcine spermatogenesis. Our analysis of ~ 16,966 individual testicular cells from the adult porcine testis afforded the maximum resolution of gene expression patterns associated with the full collection of cells within the spermatogenic cell lineage. We identified the subtypes of male germ cells and testicular somatic cells. Our single-cell data corroborate that spermatogenesis represents a continual process of ever-changing gene expression profiles.

### Catalog of germ cells and somatic cells

Based on the germ cell marker *DDX4* and somatic cell marker *VIM* [19], the testicular cells could be first separated. Overall, we identified all major male germ cell types in porcine testes, including spermatogonia, spermatocytes and spermatids. The dynamic changes in expression of the marker genes were consistent with the previous reports in humans [17, 18]. In addition, we identified Sertoli cells, Leydig cells and myoid cells (Fig. 1E, Fig. S1D). The marker genes in myoid cells were enriched with response to growth factor, extracellular matrix organization and regulation of cell adhesion. The genes in Leydig cells were involved in synthesis for testosterone synthesis [43]. In Sertoli cells, the marker genes were involved in regulation of cell death and exocytosis.

In the present study, we identified spermatogonia, spermatocytes, spermatids, Sertoli cells, Leydig cells and myoid cells through scRNA-seq. Recently, Yang et al. reported characterization of sheep spermatogenesis via scRNA-seq [20]. However, spermatogonia cluster was not identified in their study. Here, by comparing scRNA-seq and bulk RNA-seq data, we further validated the accuracy of the defined porcine germ cell types.

### Spermatogonial subsets

Our scRNA-seq analysis revealed the presence of 4 spermatogonial subsets: Un-diff, Diff-1, Diff-2, and Diff-3 SPG (Fig. 4B). Un-diff SPG matched undifferentiated spermatogonia based on expression of *UCHL1, ZBTB16, ETV5, ID4* and *FGFR3* [32–34]. 

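From Un-diff-like to Diff-1-like cells UCHL1 went from 9.52 (9.18 to 9.87) to 1.32 (1.23 to 1.42) UMIs per 10000. KIT, the receptor of stem cell factor, went from 0.254 (0.202 to 0.316) to 1.06 (0.973 to 1.15). UCHL1 in Diff-1-like cells was 0.743 to 1.345 over 7 alternatives, over 1.5 times lower in 4 of them, and KIT in Un-diff-like cells was 0.211 to 0.426, over 1.5 times higher in 5. PCNA, the replication clamp on chromosome 17 from 14137746 to 14142584, went from 1.9 (1.75 to 2.06) to 4.03 (3.86 to 4.20), and stood at 1.28 (1.16 to 1.42) in Diff-2-like cells. After thinning, a UMI of PCNA was found in 24.4% of Un-diff-like and 48.6% of Diff-1-like cells. CDK1 went from 0.470 (0.397 to 0.552) to 2.68 (2.55 to 2.82), and CCND1, cyclin D1, from 0.832 (0.734 to 0.939) to 2.27 (2.14 to 2.39).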

In Diff-1 subset, compared to Un-diff, UCHL1 expression decreased and expression of *KIT* (a marker for differentiating SPG) and *PCNA* (a marker for cell proliferation) increased. Diff-1 spermatogonia were enriched with genes involved in cell cycle, nucleoside monophosphate metabolic process and metabolism of RNA, which is consistent with the notion that differentiating spermatogonia are undergoing proliferative expansion [41]. Thus, Diff-1 subset may correspond to type A1-A4 spermatogonia [4, 44]. In Diff-2 subset, *KIT* expression remained at a high level, and *DMRT1* expression decreased slightly, while *STRA8* expression initiated (Fig. 4C, supplementary Table2). 

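KIT stood at 0.933 (0.830 to 1.05) UMIs per 10000 in Diff-2-like cells and 0.576 (0.487 to 0.677) in Diff-3-like cells. DMRT1 went from 5.66 (5.46 to 5.86) in Diff-1-like to 4.84 (4.60 to 5.09) in Diff-2-like cells. STRA8, on chromosome 18 from 14055258 to 14080399, went from 0.0343 (0.0207 to 0.0536) in Diff-1-like to 0.80 (0.705 to 0.905) in Diff-2-like cells, and after thinning was found in 12.2% of Diff-2-like cells. At a resolution of 0.4, where Diff-2-like cells were 773 against 433, KIT had 0.883 in Diff-1-like and 0.966 in Diff-2-like cells, and STRA8 was higher in Diff-2-like cells, at 1.25 (1.17 to 1.35), than in Diff-3-like cells, at 0.621 (0.520 to 0.737).

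**Figure D6:**
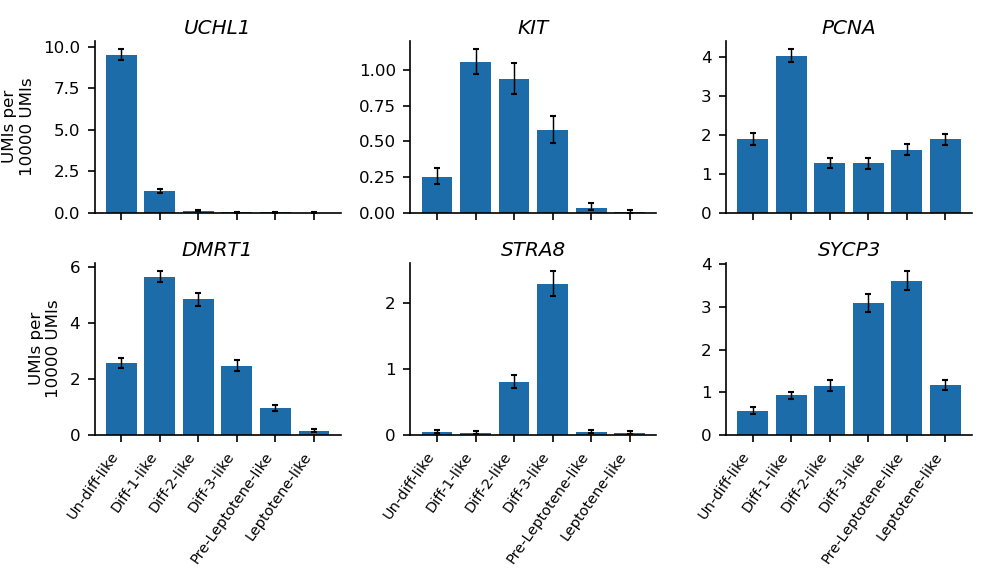
Levels of UCHL1, KIT, PCNA, DMRT1, STRA8 and SYCP3 in UMIs per 10000 along the subsets, with 95% Poisson limits. KIT and DMRT1 are lower in Diff-3-like than in Diff-2-like cells, and STRA8 is highest in Diff-3-like cells. The genes shown are among the markers that named the subsets.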

DMRT1 promotes spermatogonial differentiation and controls the mitosis/meiosis switch [45, 46]. In mouse spermatogonia, DMRT1 directly represses STRA8 transcription and activates spermatogonial differentiation [47]. 

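DMRT1 stood at 2.48 (2.29 to 2.68) UMIs per 10000 in Diff-3-like cells and 0.953 (0.844 to 1.07) in Pre-Leptotene-like cells. STRA8 peaked in Diff-3-like cells with 2.29 (2.11 to 2.48), and had 0.0444 (0.0236 to 0.0759) in Pre-Leptotene-like cells. Among genes of the chromosome axis, SYCP2 stood at 0.433 (0.364 to 0.512) in Diff-2-like and 1.23 (1.10 to 1.37) in Diff-3-like cells, and SYCP3 at 1.15 (1.04 to 1.28) and 3.09 (2.88 to 3.31). After thinning, SYCP3 was found in 19.4% of Diff-2-like and 43.5% of Diff-3-like cells. The Diff-3-like subset of the main settings is not the same set of cells at a resolution of 0.4, where DMRT1 stood at 0.730 in Diff-3-like cells.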

In Diff-3 subset, *DMRT1* expression decreased sharply, while *STRA8* expression further increased, and SYCP2/3 essential for the assembly of the synaptonemal complex was upregulated, in agreement with that in humans [18]. As *DMRT1* and *STRA8* are reciprocally expressed in B-spermatogonia and preleptotene spermatocytes [45], the Diff-2 subset is likely to represent intermediate and early type B spermatogonia and Diff-3 subset may represent type B spermatogonia at the late stage and ready for transition to preleptotene spermatocytes. Thus, this study has for the first time systematically investigated the spermatogonial subtypes in livestock. Our refined assignments of spermatogonial subtypes will facilitate future research on the mechanisms regulating the balance between SSC self-renewal and differentiation.

### Spermatogonial markers

In the present study, the scRNA-seq analysis revealed twelve candidate spermatogonial markers. We explored the localization of CD99 and PODXL2 in porcine testes and found that they were localized in spermatogonia at the periphery of the seminiferous tubules (Fig. 5A). Double immunofluorescence staining for CD99/UCHL1 revealed that 96.03 of CD99^+^SPG overlapped with UCHL1^+^ cells (Fig. 5D). CD99 is a cell surface glycoprotein that functions as a cell-cell adhesion factor [48]. Previous studies indicate that CD99 is a marker of stem cells in acute myeloid leukemia (AML) and myelodysplastic syndrome, and is also a marker for prospective separation of leukemic stem cells (LSCs) from functionally normal hematopoietic stem cells in AML [49]. Intriguingly, CD99 has been reported to be expressed in testes [50]. As CD99 colocalized with UCHL1, CD99^+^ cells could represent a subset of undifferentiated spermatogonia in pigs. It would be interesting to study the role of CD99 during spermatogonial proliferation and differentiation in future studies.

PODXL2 is a transmembrane type I sialomucin protein [51]. It promotes epithelial-to-mesenchymal (EMT) transition by disrupting cell-cell junctions [52, 53].PODXL2 depletion led to reduction of OCT4 and Nanog expression and affected cell proliferation in BT474 cells [54]. Here, we demonstrated that the majority of PODXL2^+^ cells were also KIT^+^, suggesting that PODXL2 marks the differentiating spermatogonial population in porcine testes. KIT is a well-established marker that can be used for isolation and enrichment of differentiating spermatogonia via fluorescence-activated cell sorting in mice and humans [55, 56]. However, in our preliminary study, several commercial c-kit antibodies could not be used for sorting porcine early germ cells. Thus, PODXL2, as a novel marker for differentiating spermatogonia, may be conducive to characterization of spermatogonial differentiation in pigs, and probably in other farm animals as well, which warrants future investigation. Future studies can also be carried out to explore the role of PODXL2 in regulation of spermatogonial differentiation.

## Conclusions

We identified four subsets of spermatogonia, spermatocytes, spermatids and three somatic cell types in porcine testes through scRNA-seq. Our scRNA-seq revealed twelve candidate spermatogonial markers, and two novel cell surface markers for porcine spermatogonia were validated, which would be conducive to characterization of spermatogonial differentiation in pigs. Collectively, our datasets offer valuable information on porcine spermatogenesis, and pave the way for identification of key molecular markers involved in development of male germ cells.

## Supplementary Information

**Additional file 1 supplementary Table1**. List of data summary and the number of cells in each cluster.

**Additional file 2 supplementary Table2**. The expression of the genes involved in spermatogonia proliferation and differentiation in spermatogonia subsets

**Additional file 3 Fig. S1 Data quality and cell type annotation by other genes (*Relates to*** Fig. 1**).** (**A**) Distribution of cell attributes in the pig dataset. (**B**) The correlation between the number of genes and UMI counts. (**C**) Heatmap showed expression of 45 marker genes in 6 cell types. (**D**) Visualization of marker gene expression across unselected clusters in the violin plot. Unbiased cell clusters are distinguished by color according to the key.

**Additional file 4 Fig. S2 Expression of CD63 in porcine testis.** (**A**) Coimmunofluorescence examination of the expression of *CD63* with PNA. Scale bars = 50 μm. (**B**) Immunohistochemical staining of CD63 in porcine testis. Scale bars = 50 μm.

**Additional file 5 Fig. S3 (*Relates to*** Fig. 3**)** (**A**) Density plot show the distribution of gene expression in spermatogonia, spermatocytes and spermatids. (**B**) The correlation between bulk and scRNA-seq data illustrated by Pearson correlation analysis. (**C**) Data visualization according to the cluster analysis. Each line shows a single gene expression from all samples.

**Additional file 6 Fig. S4 (*Relates to*** Fig. 4**)** (**A**) Single-cell transcriptomes from porcine undifferentiated spermatogonia, differentiating spermatogonia, Leptotene and Zygotene spermatocytes were used for cell trajectories ordered in pseudotime (right) and cells colored according to cell cluster (left). (**B**) Heatmaps show the top 50 variable genes across pseudotime from porcine undifferentiated spermatogonia, differentiating spermatogonia, Leptotene and Zygotene spermatocytes (scaled expression according to legend). (**C**) Visualization of marker gene expression across the differentiation states of spermatogonia in the violin plot. Unbiased cell clusters are distinguished by color according to the key. (**D**) Expression patterns of new defined marker genes for undifferentiated and differentiating spermatogonia visualized in t-SNE plots for all cell types.

## Data Availability

All data supporting our findings are included in the manuscript.

## Abbreviations

AML: Acute myeloid leukemia
BSA: Bovine serum albumin
DEGs: Differentially expressed genes
FACS: Fluorescence-activated cell sorting
GEMs: Gel bead emulsions
KNN: K-nearst neighbors
Leptotene: Leptotene spermatocytes
LSCs: Leukemic stem cells
MACS: Magnetic-activated cell sorting
PCA: Principal component analysis
Pre-Leptotene: Pre-leptotene spermatocytes
QC: Quality control
RNA-seq: RNA-sequencing
scRNA-seq: Single-cell RNA sequence
SSCs: Spermatogonial stem cells
t-SNE: T-distributed stochastic neighbor embedding
Zygotene: Zygotene spermatocytes

How the deposited data were processed for this re-analysis (not part of the article)

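The processed files of 1 single-cell library and of 8 bulk libraries were analysed. The single-cell library comes from the testis of a pig aged 150 days. The bulk libraries come from fractions of spermatogonia (3), spermatocytes (2) and spermatids (3) separated by sedimentation, each with a stated purity of at least 80%, and cell type and replicate were taken from the submitters' labels. These labels name pachytene spermatocytes and round spermatids. The third spermatocyte library was not used here. No sample was moved between groups, and bulk and single-cell values were not pooled. They were compared as correlations across genes, as levels and ratios of levels, and by the cell type in which genes called in the fractions were highest.

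For the single-cell library, the deposited values are UMI counts per gene and barcode, which the authors made with Cell Ranger 3.1.0 on Sscrofa11.1 from 10x 3' libraries. For the bulk libraries, the deposited counts are whole numbers per gene, which the authors made by trimming with cutadapt, aligning with HISAT2 2.0.4 to Sscrofa11.1 and counting with HTSeq 0.9.1, as given in the methods and the submitters' processing notes. The bulk table holds 19951 genes, all of them protein-coding and with at least 1 count over its libraries, so genes without counts and noncoding genes were not analysed here. The same table holds 8 further columns of values per sample, which were not used. Gene symbols were taken from the bulk table (14678 genes), from the gene file of the single cells (491) and from the gene table of the reference (396), 15565 genes in all. Chromosome positions are those of the RefSeq gene annotation of the same assembly and were given for 14535 genes. They were matched by NCBI gene ID, or else by a gene symbol that occurs once in that annotation.

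Depth in the bulk libraries was 10610205, 11931562 and 11468194 counts in spermatogonia, 15054437 and 16445402 in spermatocytes and 12437471, 13221418 and 14811041 in spermatids. A gene with no count in a library was below 3 counts there at 95% confidence. In the single cells, depth was 207348729 UMIs over the cells kept, and the cell type with fewest UMIs sets the widest limits. Counting limits are exact Poisson limits for levels and exact binomial limits for shares above 0, and they hold no variation between animals.

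Single cells with over 500 genes and genes in over 3 cells were kept, as in the methods. They were normalized, scaled and clustered with Seurat 5.3.0 in R 4.3.3, and 2000 variable genes, 15 principal components and a resolution of 0.7 were used. Doublets were called with Scrublet as run in scanpy 1.11.5 and were kept. Clusters were named by fixed markers, and clusters of spermatogonia-like and early spermatocyte-like cells were taken together and clustered again with the same settings to find the subsets. Levels, shares after thinning to 2000 UMIs and percentiles among 10000 random lists were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The order of the subsets was computed as diffusion pseudotime in scanpy.

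In the bulk libraries, genes were filtered by expression and scaled by TMM in edgeR 4.0.16. One model with 1 term per cell type was fitted to 8 libraries, and the 3 comparisons were spermatocytes against spermatogonia, spermatids against spermatocytes and spermatids against spermatogonia. The quasi-likelihood test of edgeR was used with Benjamini-Hochberg adjusted p values over all genes tested, a threshold of 0.05 and a fold of more than 2. An F test over the cell types gave the genes that vary. Lists of genes were tested with camera in limma 3.58.1 at a correlation of 0.01, and again with the correlation estimated, and p values were adjusted over all 87 list tests together. Genes expressed in a type had at least 1 CPM in every library of it. Principal components were taken from log2 CPM (prior count 1) centred per gene. Biological process terms of the bulk table with at least 10 genes were tested with Fisher's exact test on the genes specific to each type, over 1857 tests. Terms whose names are masked in the copy used here were left out.

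The gene lists were stages of spermatogonia, synaptonemal complex and recombination, the piRNA pathway, acrosome, flagellum, sperm chromatin, mitotic proliferation, ribosome biogenesis, DNA repair, glycolysis, oxidative phosphorylation, steroid metabolism, extracellular matrix, axon guidance, translation, ubiquitin and chromatin of meiotic chromosomes, exocytosis and cell death, TP53-regulated transcription, ribosomal proteins, mitochondrially encoded genes, X-linked genes and markers of Sertoli, Leydig, myoid, endothelial, macrophage, T, fibroblast and erythroid cells. Of genes in the bulk comparisons, the text names those that the paper names, the 10 largest folds in each direction among called genes with an average log2 CPM of at least 4 and no overlap between libraries, and, per list, the 3 called members with the smallest p and the member with the largest p. In the single cells it names genes of the paper, markers, and the 10 genes per group with the largest ratio to the next group and a UMI in at least 25% of its cells. The values in the paper's tables had been seen when this rule was written, and not all genes that it takes are printed.

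The bulk test was tested on simulated counts drawn from the means of the real genes and the depths of the real libraries, with 200 genes changed. Genes were counted as found or as false calls at an adjusted p under 0.05, without the fold threshold of 2 used for the real calls. As many genes were raised as lowered, so the scaling was not tested for the many uneven changes of the real libraries. In spermatocytes against spermatogonia (15485 genes) it found 46.3% of the genes changed 2-fold, 98.5% of those changed 4-fold and 100% of those changed 8-fold, with 2 false calls among 165. In spermatids against spermatocytes (15533 genes) the shares were 31.3%, 100% and 100%, with 9 false calls among 163. In spermatids against spermatogonia (15517 genes) they were 46.3%, 100% and 100%, with 10 among 174. Camera was tested in the first of these designs (15509 genes), where a raised list had a p of 1.34e-55 and 0 of 20 unchanged lists a p under 0.05. The simulated genes were drawn independently of one another, so this could not show false calls that come from correlation between genes.

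Alternatives were DESeq2 1.42.0, upper quartile scaling, no filter on low counts, a filter of 1 CPM in at least 2 libraries, only the cell types compared, the replicate number as a block, and each library left out in turn. For expressed genes the limits were also 0.5 and 0.1 CPM and any count. The principal components were also taken from the 500 most variable genes and without centring. Correlations between bulk and single cells were also taken by Spearman, over the 2000 most variable genes and with means over cells. In the single cells, resolutions of 0.4 and 1.0, 10 and 30 principal components, cells with over 1000 genes, cells without doublets and means over cells were tried. Monocle, maSigPro and Metascape, which the methods name, were not used here.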

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

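The tests of Sertoli cells carried over, of damaged cells, of free RNA in cluster 0 and of other splits of the libraries were chosen only after the results were seen. The results in the next 2 paragraphs drew attention because the signal lies in genes outside those that the paper discusses for the bulk libraries.

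Of 439 X-linked genes, 357 (81.3%) were lower in spermatocytes than in spermatogonia. Of 12 genes encoded in mitochondria, 11 (91.7%) were lower in the same comparison. Of 41 genes of the extracellular matrix, 37 (90.2%) were higher in spermatids than in spermatocytes. Myoid markers were higher there for 9 of 9 (100%) and fibroblast markers for 6 of 6 (100%). Endothelial markers were higher for 7 of 8 (87.5%) and macrophage markers for 5 of 6 (83.3%).

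In spermatids against spermatogonia, myoid markers were higher for 7 of 9 (77.8%). Endothelial markers were higher for 7 of 8 (87.5%) in that comparison, and fibroblast markers for 5 of 6 (83.3%).

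Sertoli markers were higher in the spermatogonia fraction than in the spermatocyte fraction (camera, adjusted p = 0.0185, and adjusted p = 0.371 with an estimated correlation), although the fraction was pooled for its spermatogonia. Expression by the spermatogonia themselves stays open: the median over 14 markers of the level in spermatogonia-like cells was 0.144 times that in the fraction, with limits at 95% of 0.0198 to 0.645 that reach past both bounds set for this ratio. Sertoli cells carried over stay open as a candidate source as well: of 68 genes over 10 times higher in Sertoli-like cells than in any other named type, 44 (64.7%) were higher in the spermatogonia fraction, a share between those set for and against this source. Over all 16001 genes tested, 5606 were higher in that fraction than in the spermatocyte fraction. The most abundant of the markers, CLU, FATE1 and CLDN11, stood in the fraction at 5.79%, 0.216% and 6.25% of their levels in Sertoli-like cells, while AR, WT1 and GATA4 stood at 52.1%, 50.7% and 117%, so a single share of carried-over cells does not give both sets. What keeps both open is also that the fractions were measured as total RNA and the single cells as 3' UMIs, and the median over the 68 genes was 2.89% (quartiles 0.502 to 10.4) in the spermatogonia fraction, 0.658% in the spermatocyte fraction and 1.91% in the spermatid fraction.

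In the spermatid fraction 4689 genes were higher than in the spermatocyte fraction, and markers of myoid cells (camera, adjusted p = 2.37e-08, and adjusted p = 0.125 with an estimated correlation) and fibroblasts (camera, adjusted p = 6.75e-07, and adjusted p = 0.137 with an estimated correlation) were among them, with MYH11 at 258 ± 18.4 CPM and COL3A1 at 176 ± 15.1 CPM. Transcription in spermatids may account for part of it: of 4186 of these genes that were measured in the single cells, 75.5% had a higher level in spermatid-like than in spermatocyte-like cells, against 42.4% of all genes and 6.58% of the genes called lower. Other cell types in the fraction may add to it, since 68.6% of the genes had their highest level in spermatogonia-like or somatic types (12.1% in spermatogonia-like, 16.3% in Sertoli-like, 14.5% in Leydig-like and 25.7% in myoid-like cells), against 60.7% of all genes and 29.3% of those called lower. The share for all genes is close to that for the genes called higher, so this share keeps other cell types open and argues neither for nor against them. In spermatid-like cells 31.0% of the genes had their highest level and in spermatocyte-like cells 0.406%. Summed over the 6 fibroblast markers, the level was 0.114 UMIs per 10000 in spermatid-like, 0.165 in spermatocyte-like and 50.7 in myoid-like cells. For these markers the values argue against transcription in spermatids as the source of the rise. The myoid markers had 0.326, 0.0997 and 98.0 in the same order, higher in spermatid-like than in spermatocyte-like cells, so for them both sources stay open.

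Among the single cells, clusters 1, 5 and 7 (1464, 917 and 804 cells) were shallow and had no name, and cluster 0 (2014 cells), named round spermatid-like, was the shallowest of all. Sertoli-like cluster 22, myoid-like cluster 17 and elongating spermatid-like cluster 18 were shallow too, with medians of 1590, 2637 and 2739 UMIs. They were not tested for free RNA or damage. For cluster 7 the profile correlated at 0.912 with all other cells and at 0.959 with spermatid-like cells, the outcome set against free RNA. It does not decide, since PRM1 was found in droplets of all types and the spermatid-like cells hold cluster 0. For cluster 5 the mitochondrial share was 1.29 times that of spermatocyte-like cells, its closest type, the outcome set against damage. It does not decide either, since medians of the spermatocyte-like clusters ran from 0.0429% to 2.62%, around the 0.342% of cluster 5. Free RNA stays open as a candidate source for cluster 1, which correlated at 0.971 with all other cells and 0.901 with its closest type, and for cluster 5, at 0.984 and 0.965. Damaged cells stay open for cluster 1, with 56.8 times the mitochondrial share of its closest type, and for cluster 7, with 3.12 times. For cluster 0 both stay open, with a correlation of 0.975 with all other cells against 0.948 with the other spermatid-like cells, its closest type, and 8.14 times their mitochondrial share. No biological explanation was tested for these clusters.

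Of the 10 splits of the 6 spermatogonia and spermatid libraries into groups of 3, 1 gave as many called genes as the real grouping, which was the real grouping itself, with 7681 genes in edgeR. The highest of the other splits gave 0. The splits are too few for a share under 0.05.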

How the results depend on the processing

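The order of the subsets by diffusion pseudotime and the tests of gene ontology terms were chosen after the data had been seen and have no other setting in place of the method. Depth limits the single cells: 27.3% of cells held under 2000 UMIs, and the unnamed and myoid-like cells were the shallowest. The animal cannot be varied there, so its settings show processing alone. In the bulk libraries, depth was at least 10610205 counts per library and 2 spermatocyte libraries limit what rests on that type, where leaving out 1 assumes that the other varies like the other types.

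The counts of genes called, varying, specific and expressed stayed within 1.5 times their value under DESeq2, upper quartile scaling, no filter, the filter of 1 CPM, only the types compared, the replicate block and each library left out. Of single genes named in the text, 84 genes in 252 pairs of gene and comparison were run under up to 14 settings, and 215 pairs kept their side of the threshold in all of them. The other 37 changed side in at least 1, over 43 values that came to pass and 37 that no longer did, and 0 changed direction as a call. Lists of genes kept their call in 887 cases, gained it in 28 and lost it in 42, of which 39 were camera with an estimated correlation, where 0 of 87 list tests passed in place of 39 (19 at an unadjusted p under 0.05). Without 1 library 39 to 46 list tests passed. Terms of gene ontology kept their call in 39 cases, gained it in 2 and lost it in 24. Leading results as a whole stayed the same in 230 cases and moved in 43. Levels in single cells were the same in 1223 cases and moved in 264, and counts of list members in single cells were the same in 150 and moved in 3.

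Without 1 library, spermatocytes against spermatogonia gave 4150 to 4329 genes higher and 4912 to 5720 lower, spermatids against spermatocytes 3904 to 5085 and 2321 to 3330, and spermatids against spermatogonia 3793 to 4271 and 3332 to 3779. Under DESeq2 these were 4963 and 5092, 4336 and 3763, and 4273 and 3555. With upper quartile scaling they were 3208 and 6827, 5076 and 2246, and 3339 and 4794.

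Neither the paper nor the labels say that the replicate numbers pair the libraries. Deviations from the mean of the type correlated at -0.28 to 0.04 between libraries of the same number and at -0.11 to 0.28 between others, so not every library correlated best with its own number. With 2 spermatocyte libraries, their deviations are equal and opposite by construction, which leaves this check weak. With the replicate block the calls were 4062 and 5148, 4095 and 2550, and 3904 and 3395 in the order above. The block brought 3 list tests under 0.05 that were over it, acrosome genes in spermatids against spermatocytes (camera, adjusted p = 0.0357, 0.00716 to 0.443 over 10 alternatives), mitochondrially encoded genes in spermatocytes against spermatogonia (0.0345, with 1.19e-05 to 0.0966) and Sertoli markers in spermatids against spermatogonia (0.0481, with 0.0151 to 0.0783). It ended no list's call.

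Shares of cells in percent moved with the settings of clustering, and the cause was not tested. The main values were 11.0 spermatogonia-like, 26.6 spermatocyte-like, 36.7 spermatid-like and 20.6 unnamed, and 1.25 Un-diff-like, 3.25 Diff-1-like, 2.55 Diff-2-like, 2.10 Diff-3-like, 2.63 Pre-Leptotene-like and 1.58 Leptotene-like. With a resolution of 0.4 the types were 10.1, 31.01, 38.6 and 15.2 in this order, and Un-diff-like cells 1.56, Diff-1-like 2.46, Diff-2-like 4.56, Pre-Leptotene-like 0 and Leptotene-like 2.36. A resolution of 1.0 gave 9.50, 28.9, 34.6 and 21.9, with Un-diff-like 1.60, Diff-1-like 3.57, Diff-2-like 2.05 and Leptotene-like 0.861. With 10 principal components they were 10.01, 25.1, 22.1 and 37.6, with Diff-3-like 1.82 and Leptotene-like 0.731. With 30 components spermatogonia-like cells were 8.51, spermatocyte-like 28.4 and spermatid-like 37.7, with Un-diff-like 1.56 and Diff-1-like 2.94. In cells with over 1000 genes, which are fewer cells, spermatogonia-like were 13.2, spermatocyte-like 33.9 and unnamed 11.08, with Un-diff-like 2.04, Diff-1-like 3.71, Diff-2-like 3.13, Diff-3-like 2.98, Pre-Leptotene-like 3.28 and Leptotene-like 2.08. Without doublets spermatogonia-like were 11.6, spermatid-like 38.1 and unnamed 18.01, with Un-diff-like 1.61 and Leptotene-like 0.753. Sertoli-like, Leydig-like and myoid-like shares stayed within their counting limits in each of these settings.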

Differences from the paper's values

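No test in this part was chosen after the results were seen, apart from the test of gene ontology terms and the shares without a shallow cluster.

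In the single cells, the paper gives 19690 UMIs per cell, and the median here was 8396 UMIs over all cells, with a mean of 12221. With cells of over 1000 genes (11856) and without doublets (8067) the values differ as well. The supplementary table of the paper gives the same number as the total of genes detected, which equals the genes with at least 1 UMI in the matrix here. Spermatids make up about 24% of cells in Fig. 1F, read by eye, and spermatid-like cells made up 36.7% here. Without the shallowest cluster, 11.9% of all cells, the spermatid-like share is 24.9%. Both are shares of all cells, with cluster names rebuilt here. Of the alternatives set before the data were examined, a resolution of 1.0 (34.6%) and 10 principal components (22.1%) lie within 1.5 times of the paper's value, and a resolution of 0.4 (38.6%), 30 principal components (37.7%), cells with over 1000 genes (36.5%) and cells without doublets (38.1%) do not. Sertoli cells make up about 1.2% in Fig. 1F, read by eye, and Sertoli-like cells were 2.61% here and 2.52 to 2.72% in these 6 alternatives, all of which differ. They form 2 clusters, of which the deeper (223 cells, median 17553 UMIs) is 1.31% of all cells and the shallow one (220 cells, median 1590 UMIs) 1.30%.

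In the bulk libraries, the paper gives 1592 stage-specific genes in spermatogonia and 1031 in spermatids, found with maSigPro, and the counts here at a fold over 2 and an adjusted p under 0.05 in edgeR were 2778 and 1840. All 13 alternatives differ for both, with 2516 to 3790 and 1647 to 1911 genes. For spermatocytes the paper's 1480 and the 2000 here lie within 1.5 times of each other, but not under DESeq2 (2829), without spermatocytes replicate 3 (2549) or without spermatids replicate 3 (2364). The first principal component carries about 90% of the variance in Fig. 3A, read by eye, and 53.2% here. With the 500 most variable genes (86.2%) and without centring (93.4%) the value lies within 1.5 times of the paper's. The second component carries about 4.4% in Fig. 3A, read by eye, and 35.3% here. Without centring (3.46%) it lies within 1.5 times of the paper's value, and with the 500 most variable genes (9.83%) it does not. The paper's counts of genes up and down between cell types match those here when up is read as higher in the first-named type, so that its 5626 genes up from spermatogonia to spermatocytes stand beside 5606 genes lower in spermatocytes.

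Of 72 mean levels in the paper's Table S2, 2 differ by over 1.5 times with the paper's value outside the counting limits. For CCND1 in Diff-3 the paper gives 0.203387, and the level here was 0.3287 UMIs per 10000. With 30 principal components and with means over cells it lies within 1.5 times of the paper's value, and at resolutions of 0.4 (0.0941) and 1.0 (0.341), with 10 principal components (0.342), in cells with over 1000 genes (0.4399) and without doublets (0.321) it does not. For ETV5 in Diff-1 the paper gives 0.060254, and the level here was 0.03974. Among the alternatives, 30 principal components (0.0372) and cells with over 1000 genes (0.0396) lie more than 1.5 times below the paper's value, the latter with counting limits that hold it (0.0238 to 0.0618), and the other 5 lie within 1.5 times, with 0.0419 to 0.0499. Over all 72 values the log2 levels correlated at 0.994 with a median ratio of 1.04. With means over cells 0 of the 72 differ by this rule.

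The paper names a zygotene subset, and no sub-cluster met the markers of one here, which does not exclude such cells among the unnamed ones. It reports NRN1 and CDH2 as high up to Diff-3, and in Diff-3-like cells NRN1 stood at 0.0464 and CDH2 at 0.120 UMIs per 10000, below 0.705 and 0.270 in Un-diff-like cells. It calls the 12 selected genes specific to spermatogonia among all cell types, and 6 were highest in spermatogonia-like cells, PTPRJ had limits there that overlap those in myoid-like cells, and SDC2, CCND2, CDH2, NDRG2 and CD99 were higher in a somatic type. These levels pool all subsets of spermatogonia-like cells. In Un-diff-like cells alone PTPRJ stood above myoid-like cells, and CCND2 and NDRG2 had limits that overlap theirs. CDH2 in Diff-1-like cells had limits that overlap those in Sertoli-like cells.

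In the bulk libraries, the paper finds most expressed genes in spermatids, and here spermatogonia had 13893 and spermatids 13596. At 0.1 CPM spermatids had 15750 and spermatogonia 15691, in the paper's order, as with any count (16444 and 16381). Of the bulk libraries, 5 of 8 were closest to their own type, or 7 of 8 over the 2000 most variable genes. Round and elongating spermatid-like cells were pooled for this. The paper matches the libraries to the cell types. It reports sperm motility among genes of spermatids, and the term had an adjusted p of 0.233 (Fisher's exact test on genes specific to spermatids), with 0.0363 to 0.313 over 13 alternatives, of which DESeq2 and no filter on low counts call it. Of 47 flagellum and motility genes, 47 were higher in spermatids than in spermatogonia (camera, adjusted p = 1.86e-30, and adjusted p = 0.125 with an estimated correlation). Against spermatocytes 18 were higher and 11 lower. The paper reports ncRNA metabolism among genes of spermatogonia, and no term passed for the 2778 genes specific to spermatogonia (Fisher's exact test), while the list of ribosome biogenesis and ncRNA processing was lower in spermatids than in spermatogonia (camera, adjusted p = 0.00256, and adjusted p = 0.196 with an estimated correlation).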

Other observations

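Sperm chromatin genes were higher in the spermatocyte fraction than in the spermatogonia fraction (10 higher and 1 lower of 12, median 2.08, camera adjusted p = 0.00105, and adjusted p = 0.302 with an estimated correlation). Among single cells, 5 of 15 of these genes were highest in spermatocyte-like and 0 in spermatogonia-like cells, with median log2 ratios to the other types of -2.24 and -1.33. The summed levels were 41.3 and 64.9 UMIs per 10000, of which PRM1, found in droplets of all types, made up 17.5 and 36.0, so no order is read from them. In the same step lists were lower by camera, though not with an estimated correlation, for the extracellular matrix (3 higher and 21 lower of 41, median -1.04, camera adjusted p = 0.0014, and adjusted p = 0.337 with an estimated correlation) and for exocytosis and cell death (5 higher and 19 lower of 32, median -1.64, camera adjusted p = 0.0185, and adjusted p = 0.137 with an estimated correlation), a list with Sertoli terms of the paper. Sertoli markers were lower in this step too, for 10 of 15 at a median of -2.70, and cells carried over were not excluded there. From spermatocytes to spermatids the axon guidance list was higher by camera (23 higher and 0 lower of 41, median 1.17, camera adjusted p = 0.00388, and adjusted p = 0.332 with an estimated correlation), with 18 of 41 genes not passing. In the same step 9 of 9 myoid, 6 of 6 fibroblast and 7 of 8 endothelial markers were higher. Camera called lower the lists of oxidative phosphorylation (2 higher and 12 lower of 48, median -0.63, camera adjusted p = 0.00142, and adjusted p = 0.479 with an estimated correlation), where 34 of 48 genes did not pass, of ubiquitin and chromatin of meiotic chromosomes (3 higher and 8 lower of 22, median -0.48, camera adjusted p = 0.0185, and adjusted p = 0.302 with an estimated correlation), where 11 of 22 did not, and of DNA repair (5 higher and 18 lower of 47, median -0.55, camera adjusted p = 0.0201, and adjusted p = 0.137 with an estimated correlation), where 24 of 47 did not, the last with an adjusted p of 0.0537 without spermatocytes replicate 3 and 0.0103 to 0.0537 over 10 alternatives.

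In spermatids against spermatogonia, camera called lower the lists of ribosomal proteins (1 higher and 8 lower of 61, median -0.62, camera adjusted p = 0.000748, and adjusted p = 0.481 with an estimated correlation), DNA repair (5 higher and 12 lower of 47, median -0.60, camera adjusted p = 0.0195, and adjusted p = 0.137 with an estimated correlation) and oxidative phosphorylation (4 higher and 14 lower of 48, median -0.39, camera adjusted p = 0.028, and adjusted p = 0.646 with an estimated correlation). Most members did not pass, with 52 of 61, 30 of 47 and 30 of 48. For the last list the adjusted p was 0.0609 without spermatids replicate 1 and 0.0566 without spermatids replicate 2, with 0.0105 to 0.0609 over 10 alternatives. In the single cells, 59 of 65 ribosomal protein genes were highest in spermatogonia-like cells, with a median log2 ratio to the other types of 1.36, and 37 of 56 genes of ribosome biogenesis, with 0.88, both at percentile 100 of the random lists. In spermatocyte-like cells 19 of 50 genes of oxidative phosphorylation were highest (0.27, percentile 58.8) and 3 of 409 X-linked genes (-0.78, percentile 0). Axon guidance genes were highest in Sertoli-like and myoid-like cells for 14 of 41 each, glycolysis genes in Sertoli-like and spermatid-like cells for 7 of 25 each, genes of translation in spermatogonia-like cells for 12 of 31, and 2 of 3 erythroid genes in spermatogonia-like cells.

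CD63, a tetraspanin whose protein the paper stains in spermatids, had its highest RNA level of the fractions in spermatogonia. It stood at 121 ± 0.388 CPM in spermatogonia (n = 3), 48.7 ± 12.7 CPM in spermatocytes (n = 2) and 87.2 ± 3.84 CPM in spermatids (n = 3), and lies on chromosome 5 from 21172275 to 21176225. From spermatogonia to spermatocytes it fell by 1.31 in log2 (adjusted p = 7.23e-05, edgeR quasi-likelihood test, Benjamini-Hochberg). In the single cells CD63 stood at 0.664 UMIs per 10000 in spermatid-like and 1.78 in spermatocyte-like cells. These are levels of RNA and say nothing of the protein. Mitochondrial genes took a share of UMIs that differed by stage. The median per cell was 5.15, 5.84 and 6.14% in the 3 spermatogonia-like clusters, 2.62 and 1.06% in the early spermatocyte-like clusters and 0.257% in the first late spermatocyte-like cluster, and in elongating spermatid-like cells it was 0.0340 to 0.128%. For the genes encoded in mitochondria the median log2 ratio to the other types was -3.28 in spermatocyte-like and -4.93 in spermatid-like cells.

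List tests that did not pass are given as members higher and lower of those measured, median log2 fold and camera adjusted p. In spermatocytes against spermatogonia these were differentiating spermatogonia (1 and 6 of 12, -0.97, adjusted p = 0.183), mitotic proliferation (14 and 10 of 37, 0.42, adjusted p = 0.221), DNA repair (9 and 11 of 47, -0.21, adjusted p = 0.803), glycolysis (10 and 12 of 25, -1.10, adjusted p = 0.771) and oxidative phosphorylation (14 and 11 of 48, 0.26, adjusted p = 0.599). They were also steroid metabolism (6 and 14 of 34, -0.55, adjusted p = 0.272), translation (8 and 4 of 31, 0.24, adjusted p = 0.409), ubiquitin and chromatin (10 and 5 of 22, 0.66, adjusted p = 0.0914) and TP53-regulated transcription (5 and 17 of 33, -1.27, adjusted p = 0.221). Markers of other cell types were Leydig (1 and 4 of 9, -0.90, adjusted p = 0.305), myoid (1 and 4 of 9, -0.82, adjusted p = 0.21), endothelial (2 and 0 of 8, 0.27, adjusted p = 0.568), macrophage (0 and 4 of 6, -3.16, adjusted p = 0.482), T cell (2 and 1 of 8, 1.41, adjusted p = 0.771) and fibroblast (0 and 1 of 6, -0.55, adjusted p = 0.387).

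In spermatids against spermatocytes the lists that did not pass were undifferentiated (4 and 4 of 17, 0.00, adjusted p = 0.482) and differentiating spermatogonia (4 and 1 of 12, 0.67, adjusted p = 0.425), ribosome biogenesis (4 and 8 of 53, 0.14, adjusted p = 0.496), glycolysis (9 and 5 of 25, 0.70, adjusted p = 0.0602), steroid metabolism (14 and 4 of 34, 0.71, adjusted p = 0.0692) and translation (5 and 4 of 31, -0.40, adjusted p = 0.402). The same holds for exocytosis and cell death (16 and 3 of 32, 1.05, adjusted p = 0.216), TP53-regulated transcription (13 and 6 of 33, -0.06, adjusted p = 0.55), ribosomal proteins (6 and 0 of 61, 0.27, adjusted p = 0.305) and mitochondrially encoded genes (6 and 0 of 12, 1.19, adjusted p = 0.183). Markers were Sertoli (7 and 1 of 15, 1.03, adjusted p = 0.318), Leydig (5 and 1 of 9, 1.35, adjusted p = 0.0523), macrophage (5 and 0 of 6, 3.50, adjusted p = 0.125) and T cell (5 and 2 of 8, 3.63, adjusted p = 0.56). Adjusted over the list alone, 6 Leydig, 6 macrophage and 6 T cell markers were higher. Without spermatocytes replicate 1 the adjusted p was 0.0204 for glycolysis, 0.0352 for steroid metabolism and 0.0334 for Leydig markers. Without spermatocytes replicate 3 it was 0.00701 for Leydig markers and 1.82e-05 for mitochondrially encoded genes, without spermatids replicate 1 0.0495 for glycolysis and without spermatids replicate 2 0.0479 for glycolysis and 0.0436 for Leydig markers. The ranges over 10 alternatives were 0.0204 to 0.239 for glycolysis, 0.0352 to 0.107 for steroid metabolism, 0.00701 to 0.0714 for Leydig markers and 1.82e-05 to 0.444 for mitochondrially encoded genes.

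In spermatids against spermatogonia the lists that did not pass were differentiating spermatogonia (2 and 3 of 12, -0.43, adjusted p = 0.388), synaptonemal complex and recombination (11 and 3 of 39, 0.56, adjusted p = 0.313), piRNA pathway (4 and 6 of 23, 0.14, adjusted p = 0.888), mitotic proliferation (9 and 9 of 37, -0.41, adjusted p = 0.469), glycolysis (11 and 6 of 25, 0.25, adjusted p = 0.209) and steroid metabolism (10 and 6 of 34, 0.32, adjusted p = 0.682). So were translation (4 and 1 of 31, 0.33, adjusted p = 0.763), ubiquitin and chromatin (2 and 3 of 22, 0.26, adjusted p = 0.981), exocytosis and cell death (4 and 7 of 32, -0.22, adjusted p = 0.125), TP53-regulated transcription (7 and 6 of 33, -0.30, adjusted p = 0.388) and mitochondrially encoded genes (0 and 1 of 12, -0.57, adjusted p = 0.351). Markers were Sertoli (3 and 8 of 15, -1.17, adjusted p = 0.051), Leydig (4 and 1 of 9, 0.78, adjusted p = 0.454), macrophage (2 and 0 of 6, 1.04, adjusted p = 0.5) and T cell (4 and 1 of 8, 2.63, adjusted p = 0.386). For Sertoli markers the adjusted p was 0.0482 without spermatogonia replicate 1, 0.0235 and 0.0268 without spermatocytes replicate 1 or 3 and 0.0151 without spermatids replicate 2, with 0.0151 to 0.0783 over 10 alternatives.

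The tests of gene ontology terms were chosen after the data had been seen. Among the genes specific to spermatids, the terms that passed were negative regulation of angiogenesis (9 of 17 genes against 1.67 expected, adjusted p = 0.00872, Fisher's exact test), called in 8 of 13 alternatives with 0.00508 to 0.171, negative regulation of endopeptidase activity (16 of 52 against 5.1, adjusted p = 0.0135), called in 5 with 0.00596 to 0.349, and palate development (10 of 25 against 2.45, adjusted p = 0.0298), called in 3 with 0.0208 to 0.439. In the spermatid fraction 9 of 9 myoid, 6 of 6 fibroblast and 7 of 8 endothelial markers were also higher than in spermatocytes. Against spermatogonia these were 7 of 9, 5 of 6 and 7 of 8. Whether the terms come from other cells in the fraction was not tested.

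The paper gives 16966 cells, of which 16791 (99.97%) passed its filter, and the matrix holds 16971 barcodes, of which 16966 are 99.97%. NIFK, which the paper's Table S2 lists as Ki67 although it encodes a protein that binds Ki67, stood at 1.64 UMIs per 10000 in Un-diff-like, 1.70 in Diff-1-like, 1.44 in Diff-2-like, 1.15 in Diff-3-like, 1.07 in Pre-Leptotene-like and 1.02 in Leptotene-like cells. Cluster 19, without a name, had a median of 31107 UMIs per cell, above that of every cell type.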
